# Reorganization of 3D chromatin architecture in doxorubicin-resistant breast cancer cells

**DOI:** 10.3389/fcell.2022.974750

**Published:** 2022-08-05

**Authors:** Xuelong Wang, Jizhou Yan, Zhao Ye, Zhiqiang Zhang, Sheng Wang, Shuang Hao, Baiyong Shen, Gang Wei

**Keywords:** 3D genome reorganization, doxorubicin resistance, breast cancer, compartment switching, TAD boundary, enhancer-promoter interaction

## Abstract

**Background**: Doxorubicin resistance remains a major therapeutic challenge leading to poor survival prognosis and treatment failure in breast cancer. Although doxorubicin induces massive changes in the transcriptional landscape are well known, potential diagnostic or therapeutic targets associated with the reorganization of three-dimensional (3D) chromatin architecture have not yet been systematically investigated.

**Methods:** Here we performed *in situ* high-throughput chromosome conformation capture (Hi-C) on parental and doxorubicin-resistant MCF7 (MCF7-DR) human breast cancer cells, followed by integrative analysis of HiC, ATAC-seq, RNA-seq and TCGA data.

**Results:** It revealed that A/B compartment switching was positively correlated to genome-wide differential gene expression. The genome of MCF7-DR cells was spatially reorganized into smaller topologically associating domains (TADs) and chromatin loops. We also revealed the contribution of increased chromatin accessibility and potential transcription factor families, including CTCF, AP-1 and bHLH, to gained TADs or loops. Intriguingly, we observed two condensed genomic regions (∼20 kb) with decreased chromatin accessibility flanking TAD boundaries, which might play a critical role in the formation or maintenance of TADs. Finally, combining data from TCGA, we identified a number of gained and lost enhancer-promoter interactions and their corresponding differentially expressed genes involved in chromatin organization and breast cancer signaling pathways, including *FA2H, FOXA1* and *JRKL*, which might serve as potential treatment targets for breast cancer.

**Conclusion:** These data uncovered a close connection between 3D genome reorganization, chromatin accessibility as well as gene transcription and provide novel insights into the epigenomic mechanisms involving doxorubicin resistance in breast cancer.

## Introduction

Breast cancer is one of the cancers with the highest morbidity and mortality rates, and its incidence has progressively increased over the last few decades in the female population (Sung et al., 2021). Although significant progress in basic and translational breast cancer research has been made in recent years, drug resistance in cancer cells remains a major obstacle to effective chemotherapy (Hammond et al., 2016). For breast cancer treatment, doxorubicin, a cytotoxic anthracycline antibiotic, is one of the most effective chemotherapeutic drugs. However, resistance to doxorubicin is an almost inevitable consequence, especially in metastatic breast cancer, leading to poor patient prognosis and survival for the majority of patients.

Doxorubicin, also known as adriamycin, is an anticancer drug effectively used in a variety of cancers, being first isolated from *S. peucetius var. caesius* (Arcamone et al., 1969). The chemical structure of doxorubicin comprises a tetracyclic ring with two of the groups being adjacent quinone-hydroquinones and a sugar, daunosamine, attached to ring A with a glycosidic bond (Meredith and Dass, 2016). Two main mechanisms of action have been proposed to explain the anticancer effects of doxorubicin: the first one is intercalation of DNA and inhibition of topoisomerase II, and the second one is generation of reactive oxygen species (ROS) (Thorn et al., 2011; Meredith and Dass, 2016). The molecular mechanisms of doxorubicin action in either cell death or cell growth arrest through various cellular processes, such as autophagy, senescence and apoptosis (Nitiss, 2009; Thorn et al., 2011; Meredith and Dass, 2016). Despite various genes, non-coding RNAs, signaling pathways, and chromatin accessibility changes have been reported to be involved in resistance to doxorubicin (Tormo et al., 2019; Ciocan-Cartita et al., 2020; Tanaka et al., 2020; Wang et al., 2021), little is known that the reorganization of 3D genome architecture in doxorubicin-resistant breast cancer cells.

The recently developed *in situ* Hi-C technique enables detection and visualization of genome-wide all-by-all chromatin interactions within a 3D space (Lieberman-Aiden et al., 2009; Lafontaine et al., 2021), which exhibit spatiotemporal variability at multiple scales including whole chromosomes, A/B compartments, topologically associating domains (TADs) and chromatin loops (Dixon et al., 2012; Rao et al., 2014). Increasing evidence suggests that 3D genome reorganization plays a critical role in development, cell differentiation and diseases (Lupianez et al., 2015; Wu et al., 2017; Zheng and Xie, 2019; Chen et al., 2020). It has been reported that A/B compartment switching is closely related to changes in gene expression not only between normal breast epithelial cells and breast cancer cells (Barutcu et al., 2015) but also between parental and endocrine-resistant breast cancer cells (Zhou et al., 2019). The size of the TADs is significantly smaller in prostate cancer relative to normal prostate epithelial cells (Taberlay et al., 2016). Disruptions of TADs lead to pathogenic rewiring of gene-enhancer interactions (Lupianez et al., 2015).

In the present study, we applied integrated analyses combining *in situ* Hi-C data, assay for transposase-accessible chromatin with high-throughput sequencing (ATAC-seq) data, and mRNA sequencing data on the parental and doxorubicin-resistant MCF7 cell lines, and systematically investigated global alterations in the 3D chromatin architecture associated with differential gene transcription, including compartments, TADs, and enhancer-promoter interactions.

## Materials and methods

### Cell lines and cell culture

The MCF7 and doxorubicin-resistant MCF7 cell lines were originally obtained from the Cell Bank of the Type Culture Collection of the Chinese Academy of Sciences (Shanghai, China) and cultured as previously described (Wang et al., 2021). Briefly, the cells were maintained in monolayer cultures in Dulbecco’s Modified Eagle’s medium (KEL Biotech, China) supplemented with 2 mM L-Glutamine (Gibco, USA), 100 mM sodium pyruvate (Gibco, USA), 10% FBS (KEL Biotech, China), 50 units/mL penicillin and 50 μg/ml streptomycin (Sigma-Aldrich, USA). Both MCF7 and MCF7-DR cells were grown in a humidified atmosphere of 5% CO_2_ at 37°C in 10-cm dishes. Thereafter, the medium was renewed every 2–3 days until ready for sub-culturing. At about 80% confluence, cells were serially passaged by 1:4 dilution after trypsinization. The resistant-derived cells were maintained in 1 μM doxorubicin hydrochloride (MedChem Express, USA), and the parental MCF7 cells were grown in a drug-free medium for comparison. The MCF7-DR cells were maintained in the doxorubicin-free medium for about one week prior to further experiments.

### Hi-C library generation and sequencing

The preparation of *in situ* Hi-C libraries was optimized according to previous protocols (Rao et al., 2014; Placek et al., 2017). Three million cells were fixed with freshly made 1% formaldehyde (in PBS) for 10 min at room temperature for each sample. The reaction was quenched by adding 2 M glycine to a final concentration of 0.2 M for 5 min at room temperature. Fixed cells were lysed in lysis buffer (10 mM Tris-HCl pH 8.0, 10 mM NaCl and 0.2% IGEPAL CA-630 with proteinase inhibitor) for 1 h at 4°C with rotation. The supernatant was discarded and the pellet was gently resuspended in 1 × CutSmart Buffer (NEB, B7204) containing 0.1% SDS and incubated at 65°C for 10 min. Permeabilization was quenched by adding 10% Triton X-100 and incubated at 37°C for 1 h. Chromatin was digested overnight at 37°C with rotation by adding the DpnII restriction enzyme (NEB, R0543M). Digested chromatin ends were filled and marked with biotin-14-dATP (Thermo Fisher, 19524016) using a large Klenow fragment of DNA polymerase I (NEB, M0210) for 1 h at 37°C. Samples were then diluted and ligated using T4 DNA ligase (Thermo Fisher, EL0013) at 16°C overnight. Chromatin was de-cross-linked, and proteins were removed by proteinase K, followed by phenol/chloroform extraction coupled with isopropanol precipitation using glycogen as a carrier. Biotin-14-dATP from unligated DNA ends was removed by T4 DNA polymerase (NEB, M0203) at 12°C for 2 h. DNA was purified by phenol/chloroform and sonicated using a Covaris S220 (Covaris, USA) to approximately 300–600 bp. Biotinylated DNA fragments were then pulled down using Dynabeads MyOne Streptavidin C1 beads (Thermo Fisher, 65001). The DNA ends were subsequently repaired and phosphorylated using T4 DNA polymerase (NEB, M0203), Klenow fragment of DNA polymerase I (NEB, M0210), and T4 Polynucleotide Kinase NK (NEB, M0201). The DNA was further prepared for sequencing using the VAHTS Universal DNA Library Prep Kit for Illumina V3 (Vazyme Biotech, ND607) and barcoded adaptors were ligated using TruePrep Index Kit V2 for Illumina (Vazyme Biotech, TD202). Each Hi-C library was indexed uniquely and amplified by 12 cycles of PCR for all samples. PCR purification and size selection was carried out using the VAHTS DNA Clean Beads (Vazyme Biotech, N411). Library quantity was assessed using a Qubit 3.0 Fluorometer (Invitrogen, USA). For each individual, the library was sequenced with 150 bp paired-end reads on the Illumina HiSeq X Ten platform (Novogene Biotech, China).

### Hi-C data processing

The raw sequenced Hi-C reads were first mapped to the human genome hg19 with BWA using the BWA-MEM algorithm (Li and Durbin, 2010). The read pairs which were not uniquely mapped, dangling end reads, self-circles and same-fragment reads, and other invalid Hi-C reads were discarded. Details about data quality are summarized in Supplementary Table S1 and Supplementary Figure S1. The processing of valid mapped Hi-C reads was carried out using the HiCExplorer suite of tools (v3.6) according to the documentation provided with the software (Ramirez et al., 2018). After removing duplication, reads were used to generate raw Hi-C matrices in.h5 format at 5 kb, 20 kb, 200 kb, and 1 Mb resolution using hicBuildMatrix for each sample. The hicQC was used to generate summary tables and plots of quality control (QC) measures for all samples. Correlation analysis and generation of the heatmap and scatter plots were performed by hicCorrelate to validate the reproducibility of the Hi-C data.

### Heatmap of chromatin interaction frequency and visualization

Hi-C matrices of replicates were merged using hicSumMatrices, and then normalized and corrected (Imakaev et al., 2012) afterward using hicNormalize and hicCorrectMatrix, respectively. The application hicPlotMatrix was used to generate the heatmaps to visualize interaction frequencies with 5- or 10-kb resolution for local views, a 200-kb resolution for a whole-chromosome view, and a 1-Mb resolution for a whole-genome view. To analyze differential interaction frequencies between samples, the application hicCompareMatrices was used to generate log 2 ratios of interaction frequency matrices between MCF7 and MCF7-DR datasets. We also converted valid read pairs into.cool and other format files with hicConvertFormat command for downstream analysis and visualization.

### Analyses of A and B compartments

To investigate sub-nuclear compartments, the makeTagDirectory supplied in HOMER (v4.10) (Heinz et al., 2010) was used to create tag directories with the option “-tbp 1” to remove duplicate read pairs. In order to remove paired-end reads likely representing continuous genomic fragments or re-ligation events, self-ligations, and reads originating from regions with unusually high tag density, makeTagDirectory was used with the following options: removePEbg, -removeSelfLigation, -removeSpikes 10000 5. Then valid contact read pairs of samples were applied to obtain the first principal component (PC1) values corresponding to type A/B (active/inactive) compartments using the analyzeHiC and runHiCpca.pl scripts in HOMER (v4.10) at 100-kb resolution with parameter “-res 100000”. The switching compartments (“A to B” or “B to A”) are defined as genomic regions in which one type of compartmentalization is observed in one cell line and the other compartment type in the second cell line.

### Identification of TADs, long-range interactions and chromatin loops

TADs and their corresponding boundaries were identified at different resolution with hicFindTADs command in HiCExplorer suite (v3.6) (Ramirez et al., 2018; Wolff et al., 2020) with parameters “--minDepth 15000 --maxDepth 75000 --step 7500 --delta 0.01 --thresholdComparisons 0.01 --correctForMultipleTesting fdr”. TAD-separation scores, or the so-called TAD insulation score, were calculated to measure the degree of separation between the left and right regions at each Hi-C matrix bin, and then TADs were called as those positions having a local TAD-separation score minimum (Ramirez et al., 2018).

After chromatin compartments analysis with HOMER suites (v4.10) (Heinz et al., 2010), the analyzeHiC command was used to obtain long-range intra-chromosomal contacts (>20 kb) at 5-kb resolution with options: res 5000 -zscore 1 -interactions -pvalue 0.05 -minDist 20000 -maxDist 1000000.

Chromatin loops were identified based on a strict candidate selection, negative binomial distributions and Wilcoxon rank-sum tests as described in the previous publication (Rao et al., 2014) using hicDetectLoops (Ramirez et al., 2018) at 5-kb resolution with parameters: -maxLoopDistance 1000000 --pValue 0.05.

### Classification of TAD boundaries and loop anchors

By comparing the identified TAD boundaries and their separation scores, it was defined as a gained TAD boundary that was only identified as a boundary in MCF7-DR cells and possessed a lower TAD-separation score (i.e., higher insulation strength) compared to the parental cells; a lost TAD boundary was associated with a higher TAD-separation score (i.e., lower insulation strength) in MCF7-DR cells and was only detected in MCF7 cells; the boundaries detected in both MCF7 and MCF7-DR cells were defined as stable TAD boundaries.

According to the genomic locations, the chromatin loops were classified into stable, gained or lost: stable, loops present in both MCF7 and MCF7-DR cells; gained, loops present in the MCF7-DR cells but not in the MCF7 cells; lost, loops present in the loops but not in the MCF7-DR cells.

### Calculation of aggregate peak analysis score

To measure the aggregate strength of stable, lost or gained chromatin loops, APA score was calculated as described previously (Rao et al., 2014) and visualized by plotting a cumulative stack of sub-matrices around detected loop coordinates at 5-kb resolution using the apa-analysis script in HiCPeaks software (Salameh et al., 2020) with default parameters.

### Analysis of transcription factor motif enrichment and occurrence probability

To identify transcription factors potentially involved in the formation of TAD boundaries or loop anchors, motif enrichment analysis was performed using the findMotifsGenome.pl script from HOMER suite (v4.10) (Heinz et al., 2010) with the parameter -size -2500,2500. Only TF motifs with a *p* value lower than 0.01 were kept for downstream analysis. Then the annotatePeaks.pl (Heinz et al., 2010) was used to calculate the occurrence probability of a certain TF flanking the center of TAD boundaries or loop anchors with the parameter -size 20000, and results were visualized with the ggplot2 R package (https://ggplot2.tidyverse.org).

### Identification of differential enhancer-promoter interactions

The “bedtools intersect” command of BEDTools (v2.30.0) (Quinlan, 2014) was used to calculate overlap regions between loop anchor (5-kb resolution), transcription start site (TSS) and enhancer. Differential enhancer-promoter interactions (EPIs) are defined as Hi-C-derived chromatin loops whose anchors are overlapped with enhancers or TSSs, respectively, requiring a minimum 1-bp overlap. The consensus enhancers of the MCF7 cell line are downloaded from EnhancerAtlas 2.0 (Gao and Qian, 2020), which were predicted based on multiple high throughput experimental datasets. Taking into account the impact of sequencing depth and resolution of Hi-C data, the exact position of hg19 TSS for each gene was used for EPIs analysis.

### Integrated analysis of ATAC-seq and RNA-seq data

ATAC-seq and RNA-seq data of MCF7 and MCF7-DR cells were obtained from our previous publication and are available in the NCBI Gene Expression Omnibus (GEO) repository under the accession number GSE174152 (Wang et al., 2021), including differentially expressed genes, hyper- and hypo-accessible regions, and normalized coverage (BigWig) files used in this study. The heatmaps and average profiles of mRNA-seq and ATAC-seq signals around TAD borders or loop anchors were generated using the plotHeatmap and plotProfile scripts in deepTools (v3.5.1) (Ramirez et al., 2014).

### Enrichment analysis of GO terms and KEGG pathways

Functional annotation enrichment analysis with GO terms and KEGG pathways were performed using the clusterProfiler R package (Yu et al., 2012) for gene sets of interest. The enriched terms and pathways were considered to be significant with *p* value < 0.05.

### TCGA-BRCA data analysis

Based on the clinical and genomic data from The Cancer Genome Atlas (TCGA) Breast Invasive Carcinoma (BRCA), the breast cancer samples were divided into two subgroups based on whether the doxorubicin (a.k.a. adriamycin) was used alone, namely the doxorubicin alone group (Dox^+^; *n* = 363) and the other group (Dox^−^; *n* = 762). The mRNA expression levels (FPKM) of representative genes were compared between the Dox^+^ and Dox^−^ subgroups using the Wilcoxon rank-sum test in R software (v 4.1.2). Pearson’s correlation coefficient was then calculated to assessing the associations between critical DEGs using the “corrplot” R package. The Kaplan-Meier survival curves and log-rank test were performed by utilizing the “survival” and “survminer” packages in R to analyze survival differences. *p* < 0.05 were regarded as statistically significant.

### Statistical analysis and data visualization

If not specified, all bioinformatics analyses were performed with R software (v4.1.2) to compute statistics and generate plots throughout this manuscript. Wilcoxon rank-sum test or Student’s t-test was used to assess significance in paired comparisons. Pearson correlation coefficient was used to compute correlations between two conditions. Fold change, *p* values and false discovery rate (FDR) were calculated in the analysis. Significant differences for all quantitative data were considered when *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001.

## Results

### Compartment switching is positively correlated with genome-wide differential gene expression associated with doxorubicin resistance

To probe the reorganization of 3D chromatin architecture in doxorubicin-resistant breast cancer, we generated Hi-C libraries from two independent biological replicates for doxorubicin-resistant MCF7 (MCF7-DR) cells and parental MCF7 cells (Figures 1A,B; Supplementary Figure S1), which are human breast cancer cells derived from malignant breast adenocarcinoma tissue. 

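Hi-C fixes chromatin inside nuclei, cuts the DNA with a restriction enzyme and ligates ends that lie close together, so that each sequenced read pair reports a contact between a pair of loci. MCF7 is an estrogen receptor-positive, luminal breast cancer line, and MCF7-DR is its derivative that resists doxorubicin, an anthracycline that poisons topoisomerase II. The experiment comprised 4 Hi-C libraries, with 2 biological replicates per cell line. The MCF7 libraries were sequenced to 435386792 and 465583886 read pairs, and the MCF7-DR libraries to 460917295 and 452419268 read pairs. The authors aligned the reads to hg19 with BWA-MEM, discarded pairs that were not uniquely mapped, dangling ends, self-circles and same-fragment pairs, and built the matrices with HiCExplorer v3.6 after removing duplicates. The matrices of both replicates of a cell line were then summed, normalized and corrected, and TADs and loops were called on the summed matrices at 5-kb resolution. The deposited files analysed here are a table of read-pair counts per library, 1 list of TADs per cell line with a TAD-separation score for each TAD, and 1 list of chromatin loops per cell line with a p-value for each loop. The replicates can thus be compared for the read-pair counts only. Tests over TADs, loops or chromosomes compare the MCF7 map with the MCF7-DR map and carry no measure of the spread between biological replicates. Genes and sequences were taken from GRCh37, the same build as hg19, and the coordinates of all 23 chromosomes in the lists fell within its chromosome lengths.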

After sequence quality filtering, about 501 and 488 million valid contacts were obtained from the MCF7 and MCF7-DR combined replicate Hi-C libraries, respectively (Supplementary Figures S1A–D and Supplementary Table S1), with high reproducibility between the biological replicates (Supplementary Figure S2). 

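The authors kept 239000887 and 262243724 read pairs of the MCF7 libraries and 244204604 and 243248022 read pairs of the MCF7-DR libraries as valid contacts. These were 55.6% ± 1.01 (SD, n = 2) of the sequenced pairs in MCF7 and 53.4% ± 0.554 (SD, n = 2) in MCF7-DR cells (exact permutation test, two-sided, p = 0.333, the smallest p that 2 libraries against 2 allow). The pooled MCF7-DR map held 0.972 times the valid contacts of the MCF7 map, 0.963 times its intra-chromosomal contacts of 20 kb or more and 1.22 times those under 20 kb. Pairs within a single restriction fragment made up 1.79% ± 0.102 of the mappable pairs in MCF7 and 3.17% ± 0.290 in MCF7-DR (SD, n = 2 each; exact permutation test, two-sided, p = 0.333). Duplicates made up 17.5% and 12.1% of the mappable pairs in the MCF7 libraries, and 16.8% and 17.5% in the MCF7-DR libraries. The mean duplicate share was 2.35 percentage points higher in MCF7-DR (exact permutation test, two-sided, p = 0.667), and the difference turned to -0.372 percentage points when MCF7 replicate 2 was left out.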

Then the normalized Hi-C contact matrices were visualized as chromosome versus chromosome heatmaps, where darker red colors represent higher interaction frequency, while darker blue colors indicate lower interaction frequency (Figures 1A,B and Supplementary Figures S1E,F). It revealed that intra-chromosomal interactions were much more frequent than inter-chromosomal interactions (Figures 1A,B and Supplementary Figures S1E,F), reflecting “chromosome territories” as previously observed by Hi-C data and cell imaging (Lieberman-Aiden et al., 2009; Cremer and Cremer, 2010).

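Contacts between loci on the same chromosome made up 79.05% and 79.39% of the valid contacts in the MCF7 libraries, and 85.6% and 84.2% in the MCF7-DR libraries. In each of the 4 libraries they were therefore the large majority, and both MCF7-DR libraries lay above both MCF7 libraries. The paper takes the higher frequency of intra-chromosomal contacts as a reflection of chromosome territories, in which each chromosome occupies its own part of the nucleus.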

**FIGURE 1:**
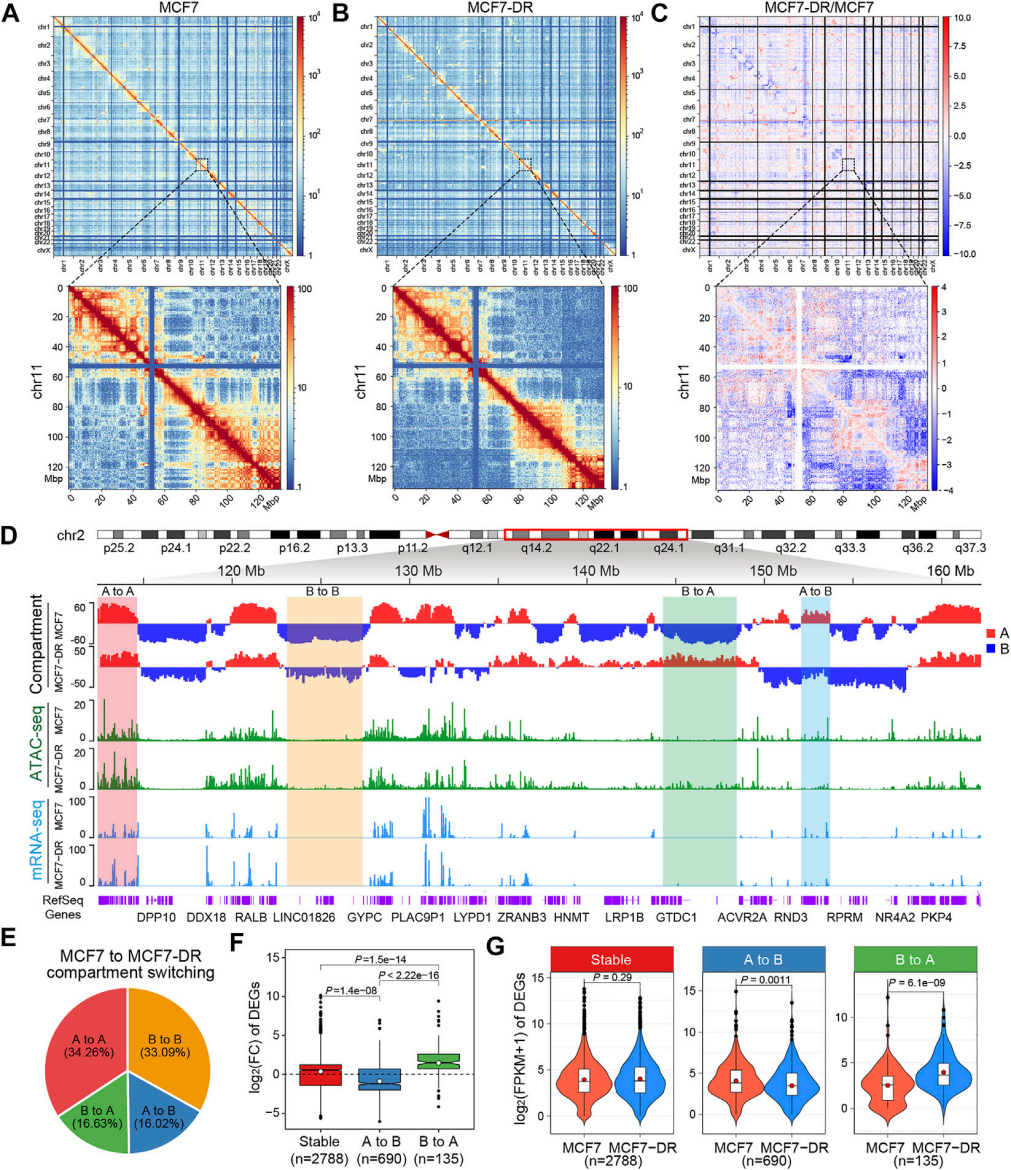
Compartment switching is associated with differential gene transcription. **(A,B)** Genome-wide all-by-all Hi-C interaction heatmaps at 1-Mb resolution in MCF7 **(A)** and MCF7-DR **(B)** cells. The chromosomes are stacked in numerical order from left to right and top to bottom. The color bar depicts the frequency of Hi-C interactions. The lower panels are enlargements of the chr11 at 200-kb resolution in the upper panels. **(C)** Genome-wide heatmap showing the log2 ratio comparisons of Hi-C interaction frequencies at 1-Mb resolution in MCF7-DR cells compared to parental MCF7 cells. The log2 ratio values are shown according to the color scale. The lower panel represents the enlargement of the chr11 at 200-kb resolution in the upper panel. **(D)** A representative image from the Integrated Genome Browser (IGV) that shows the open A-type (red) and closed B-type (blue) compartmentalization of chr2 at 100-kb resolution. Examples of regions with either stable or differential compartmentalization are shaded in different colors. Tracks showing ATAC-seq and RNA-seq read coverage are indicated by green and blue bars, respectively. **(E)** The genomic compartment changes at 100-kb resolution between MCF7 and MCF7-DR genomes. “A” and “B” represent the open and closed compartments, respectively. “A to A” denotes compartments that are open in both cell lines, “B to B” represents compartments that are closed in both cell lines, “A to B” denotes compartments that are open in MCF7 but closed in MCF7-DR, and “B to A” denotes compartments that are closed in MCF7 and open in MCF7-DR. **(F)** Box plot showing MCF7-DR/MCF7 log2 fold change (FC) of DEGs residing at regions for different compartmental switch categories (100-kb resolution). Statistical significance was determined by the Wilcoxon rank-sum test. The black horizontal dotted line represents the log_2_(FC) = 0. In each box plot, the median and mean values are indicated by the horizontal black line and the white dot, respectively. The number of DEGs associated with compartment switching was marked below each box. **(G)** Violin plots showing expression level [log_2_(FPKM+1)] of DEGs residing at regions for different compartmental switch categories. The horizontal black line within each white box indicates the median value while the red dot represents the mean value. For comparisons between MCF7 and MCF7-DR cell lines, statistical significance was calculated using the Wilcoxon rank-sum test.

Increasing evidence suggests that the mammalian genome is spatially organized into two major types of compartments, “A” and “B”: A compartments are mainly composed of euchromatin which is transcriptionally active whereas B compartments are characterized by inactive heterochromatin and exhibit high chromatin density (Dixon et al., 2012; Dekker and Mirny, 2016; Chen et al., 2020). To address the correlation between A/B compartment switching and differential gene expression in MCF7-DR cells, we determined the compartment types of the genome at 100-kb resolution. Genome-wide comparison of interaction matrices between MCF7 and MCF7-DR cells uncovered varying degrees of changes in chromosomal interactions and compartmentalization (Figures 1C,D). The majority of the compartmentalization was similar in both MCF7 and MCF7-DR cells, with 34.26% of the genome consisting of constitutive A compartments and 33.09% consisting of constitutive B compartments (Figures 1D,E). A total of 16.02% of genomic regions switched from A compartments in MCF7 cells to B compartments in MCF7-DR cells and 16.63% of genomic regions showed the opposite alteration from B compartments in MCF7 cells to A compartments in MCF7-DR cells (Figures 1D,E).

To further understand the link between compartment switching and differential gene expression associated with doxorubicin resistance, in combination with mRNA-seq data (Wang et al., 2021), we identified 2788, 690 and 135 differentially expressed genes (DEGs) that were located within stable (“A to A” or “B to B”), “A to B” and “B to A” compartment regions, respectively (Figure 1F). It showed that most of the DEGs located within genomic regions converted from B to A compartment were significantly up-regulated with a higher log 2 fold change, while the DEGs located in regions with a compartment switch from A to B were mostly repressed (Figure 1F). Moreover, we found that the differential gene expression within the switching compartments was positively correlated with the direction of the switch: The expression level of DEGs located in genomic regions converted from the B to the A compartment in MCF7-DR cells was significantly higher than those that in MCF7 cells, and vice versa (Figure 1G). These results suggested a positive relationship between genome-wide compartment switching and differential expression of their corresponding genes.

### TADs and chromatin loops are on average smaller in MCF7-DR cells

Each chromosome is composed of many distinct megabase-sized chromatin domains, referred to variably as topologically associating domains (TADs) that interact more frequently within themselves than with neighboring regions (Dixon et al., 2012; Sexton et al., 2012; Ramirez et al., 2018). Disruption of TAD boundaries has been shown to affect the expression of nearby genes and link to diseases (Lupianez et al., 2015; Ibrahim and Mundlos, 2020). 

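On 22 of the 23 chromosomes the authors' list for MCF7-DR cells held more TADs than the list for MCF7 cells, and on chromosome 16 both held 164 (exact sign test over chromosomes, two-sided, p = 4.77e-07). The increase was largest on chromosome 9, from 159 TADs in MCF7 to 267 in MCF7-DR, and on chromosome 11, from 206 to 341. These are ratios of 1.68 and 1.66, against 1.32 for the whole genome. Chromosomes 4 and 6 followed with a ratio of 1.59 each, whereas chromosome 20 changed from 148 to 151 TADs. Because each list comes from 1 pooled map, this test describes how widespread the difference between the maps was along the genome, not how it varied between cultures. The MCF7-DR map also held 1.22 times the contacts under 20 kb of the MCF7 map. TADs were not called again on equal contacts, so a part of this library difference in the TAD counts cannot be excluded.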

To capture the changes in TADs between MCF7 and MCF7-DR cells, we called TADs from iteratively corrected relative contact probability matrices at 5-kb resolution, and found that the genome of MCF7 cells comprised a total of 4665 TADs, whereas the genome of MCF7-DR cells is partitioned into 6155 TADs (Supplementary Figures S2A, S3A and Supplementary Table S2). Comparatively, MCF7-DR genome contains more TADs and the average TAD sizes for most chromosomes are smaller than in MCF7 cells (Figures 2A,I, Supplementary Figures S3A,E).

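The median TAD was 345 kb long in MCF7 (quartiles 200 and 665 kb) and 275 kb in MCF7-DR cells (170 and 505 kb), and the mean TAD 624 and 475 kb. The rank sums of the TAD sizes differed between the maps (permutation test, two-sided, p = 1e-05, the smallest p that 100000 resamples can give). Long TADs were fewer in MCF7-DR: 14.98% of the MCF7 TADs and 9.50% of the MCF7-DR TADs exceeded 1 Mb. On chromosome 9 the mean TAD went from 881 kb in MCF7 to 525 kb in MCF7-DR, and on chromosome 11 from 651 to 392 kb. By the mean, chromosome 16 was the only exception among the 23 chromosomes, with 547 and 548 kb. Over chromosomes, the log2 ratio of the mean sizes, MCF7-DR over MCF7, averaged -0.38 (sign-flip permutation test, two-sided, p = 1e-05, the smallest possible).

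**Figure D1:**
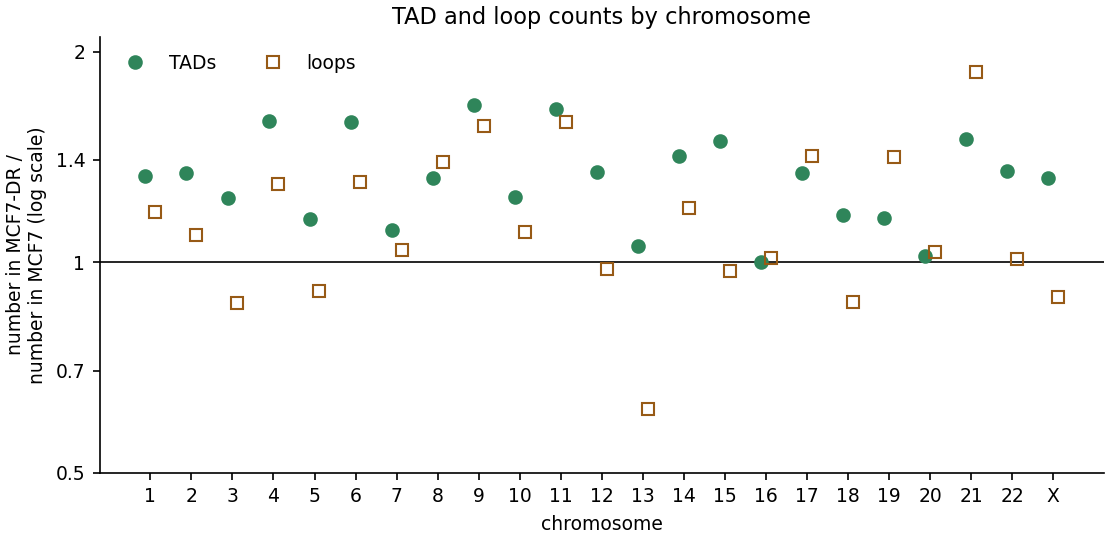
Number of TADs (filled circles) and of chromatin loops (open squares) in the MCF7-DR map divided by the number in the MCF7 map, on a log scale, for each of the 23 chromosomes. The ratio of TADs lies above 1 on all chromosomes except chromosome 16, where it is 1, while the ratio of loops runs from 0.616 on chromosome 13 to 1.87 on chromosome 21.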

**FIGURE 2:**
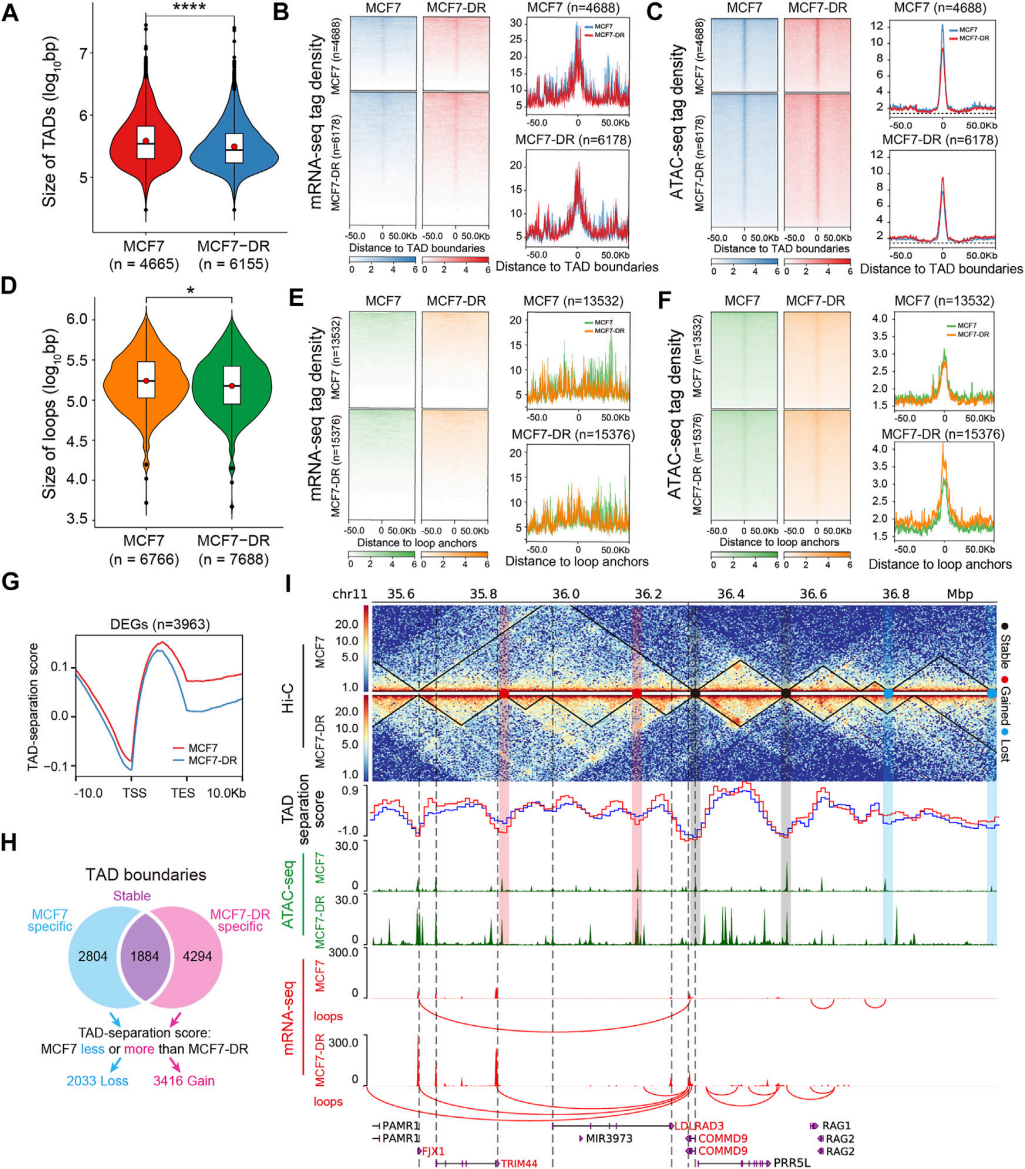
Characteristics and genome-wide changes in TADs and loops. **(A)** Violin plot showing the size distribution of TADs at 5-kb resolution for whole-genome. The violin plot below shows the number of identified TADs in MCF7 (*n* = 4665) and MCF7-DR (*n* = 6155) cells. *p* values were calculated by Wilcoxon rank-sum test in R software, ****p < 0.0001. **(B,C)** Heatmaps and average profiles displaying normalized tag density (RPKM) of mRNA-seq **(B)** and ATAC-seq **(C)** data over the identified TAD boundaries across a genomic window -50 kb upstream and +50 kb downstream from the center of TAD boundaries in MCF7 and MCF7-DR cells. The top panels show read signals over the 4688 TAD boundaries identified in MCF7 cells and the bottom panels show read signals over the 6178 TAD boundaries identified in MCF7-DR cells. **(D)** Violin plot showing the size distribution of chromatin loops at 5-kb resolution for the whole genome. The number of identified loops in MCF7 (*n* = 6766) and MCF7-DR (*n* = 7688) cells is displayed below the violin plot. *p* values were calculated by Wilcoxon rank-sum test in R software, *p < 0.05. **(E,F)** Heatmaps and average profiles displaying normalized tag density (RPKM) of mRNA-seq **(E)** and ATAC-seq **(F)** data located within 50 kb upstream and downstream of the center of loop anchors in MCF7 and MCF7-DR cells. The top panels show read signals over the 13532 loop anchors identified in MCF7 cells and the bottom panels show read signals over the 15376 loop anchors identified in MCF7-DR cells. **(G)** A profile of the average TAD-separation scores across the gene body and the 10 kb upstream of TSS and 10 kb downstream of TES of all DEGs. **(H)** A schematic flow diagram showing the identification of gained, lost or stable TAD boundaries. The gained TAD boundaries are MCF7-DR specific and possess lower TAD-separation scores compared to the parental cells. The lost TAD boundaries were associated with a higher TAD-separation score (i.e., lower insulation strength) in MCF7-DR cells and were only detected in MCF7 cells; the boundaries detected in both MCF7 and MCF7-DR cells were defined as stable TAD boundaries. **(I)** A representative snapshot of the Hi-C interaction matrix at 5-kb resolution (top panel), and black lines within the heatmap demarcates the identified TADs. The black dot represents the stable TAD boundaries that are present in both cell lines, while the red and blue dots denote the gained and lost TAD boundaries in MCF7-DR cells, respectively. TAD-separation scores of MCF7 (solid blue line) and MCF7-DR (solid red line) cells were calculated to identify the degree of separation between the left and right regions at each Hi-C matrix bin. The following tracks show normalized ATAC-seq (green) and mRNA-seq (red) read coverage. The blue and red shaded areas indicate genomic regions flanking lost and gained TAD boundaries associated with decreased and increased chromatin accessibility in MCF7-DR cells compared to MCF7 cells respectively, while the grey shaded area show genomic regions flanking the stable TAD boundaries. The black vertical dashed lines indicate the TSS or TES of DEGs. The up-regulated genes are colored in red, and unchanged genes are shown in black.

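In the region of Fig. 2I (chromosome 11, hg19, from 35530001), the MCF7 map placed TRIM44, LDLRAD3, COMMD9, PRR5L, TRAF6, RAG1 and RAG2 in a single TAD between boundaries at 35640000 and 36770000. The MCF7-DR map had 5 boundaries in the region, at 35685000, 35845000, 36055000, 36530000 and 36965000, and shared neither of the MCF7 positions. The boundary at 36055000 fell inside LDLRAD3 (35965531 to 36253686, plus strand), which encodes a protein of the low-density lipoprotein receptor class A domain family. The boundary at 36530000 fell inside TRAF6 (36505319 to 36531822, minus strand), which encodes a ubiquitin ligase of NF-kB signaling, close to the start of RAG1 (36531922 to 36614706, plus strand). The authors' TAD-separation scores were -0.899 and -0.467 at the MCF7 boundaries, and in MCF7-DR lowest at 35845000 (-0.939) and 36530000 (-0.909). The region held 3 loops in MCF7 and 8 in MCF7-DR, and no loop joined the same 5-kb bins in both maps. A long loop from 35635001 reached 36285001 in MCF7 (650 kb, p = 1.10e-04 by the authors' caller) and 36280001, the neighboring bin, in MCF7-DR (645 kb, p = 2.85e-08). The MCF7 anchor of that loop, between LDLRAD3 and COMMD9, holds a match to the CTCF core on the minus strand at 36287750 to 36287763 (GCGCCATCTGCTGG as read on the plus strand). The MCF7-DR map added a loop of 430 kb that joined 35845001 to 36275001 (loop p-value 2.46e-05). It also added a loop of 110 kb from 36530001, a bin that holds the starts of both TRAF6 and RAG1, to 36640001 (loop p-value 9.70e-06). Neither loop had an MCF7 loop within 10 kb at both anchors.

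**Figure D2:**
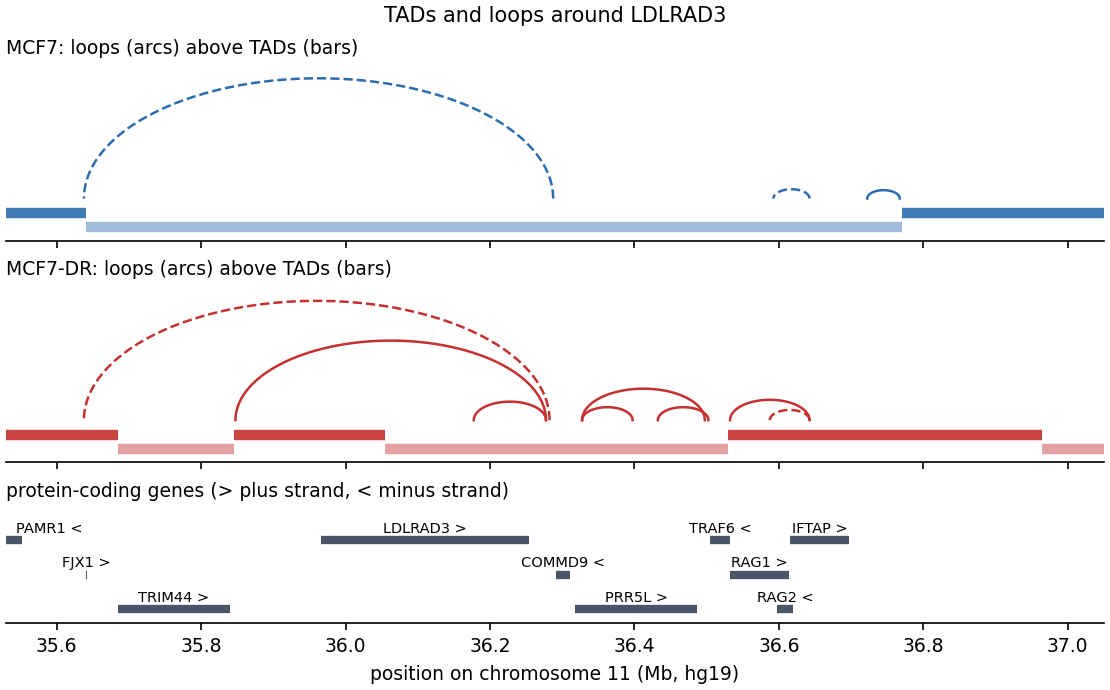
Authors' TADs (bars) and chromatin loops (arcs) in MCF7 and MCF7-DR cells and protein-coding genes on chromosome 11 in the region that starts at 35530001 (hg19); dashed arcs are loops with a loop of the other map within 10 kb at both anchors. The single TAD from 35640000 to 36770000 in MCF7 is replaced in MCF7-DR by TADs that meet inside LDLRAD3 and TRAF6.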

Chromatin loops are another level of hierarchical genome organization, ranging from Kbs to Mbs, and bring distal cis-regulatory elements such as enhancers into close physical proximity with promoters of target genes, which are vital for the regulation of gene transcription (Rao et al., 2014; Misteli, 2020). 

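The authors' caller gave each loop a p-value, with a median of 5.16e-06 in the MCF7 list and 5.32e-06 in the MCF7-DR list. In MCF7, 3759 loops (55.6%) and in MCF7-DR, 4238 loops (55.1%) had a p-value under 1e-05. The list of MCF7-DR cells held 1.14 times as many loops as that of MCF7 cells. Loops were more numerous in MCF7-DR on 16 chromosomes and less numerous on 7 (exact sign test over chromosomes, two-sided, p = 0.0931). Chromosome 11 went from 315 loops in MCF7 to 500 in MCF7-DR and chromosome 21 from 39 to 73. Chromosome 13 went the other way, from 125 to 77 loops, as did chromosome 3, from 546 to 477.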

Using the HiCExplorer application hicDetectLoops (Ramirez et al., 2018), we identified a total of 6766 and 7688 chromatin loops from Hi-C interaction matrices at 5-kb resolution in MCF7 and MCF7-DR cells (Figure 2D, Supplementary Figure S3B and Supplementary Table S3), respectively. Changes in terms of the number and size of loops exhibited a similar trend to that of TADs (Figures 2D,I, Supplementary Figures S3B,E).

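Loops were slightly longer in the MCF7-DR map. The median distance between the anchors was 155 kb in MCF7 (quartiles 95 and 270 kb) and 160 kb in MCF7-DR cells (95 and 281 kb), and the mean 206 and 214 kb (permutation test of the rank sum over loops, two-sided, p = 0.0135). On chromosome 11 the mean loop size was 174 kb in MCF7 and 219 kb in MCF7-DR, on chromosome 9 it was 169 and 208 kb, and on chromosome 19 it was 123 and 150 kb. Taken by chromosome, the mean loop was longer in MCF7-DR on 16 chromosomes and shorter on 7, and the log2 ratio averaged 0.05 (sign-flip permutation test, two-sided, p = 0.191). The size difference did not pass the test among loops with a p-value under 1e-05, where both medians were 160 kb (p = 0.486), or without chromosome 11 (p = 0.107; permutation tests of the rank sum, two-sided).

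**Figure D3:**
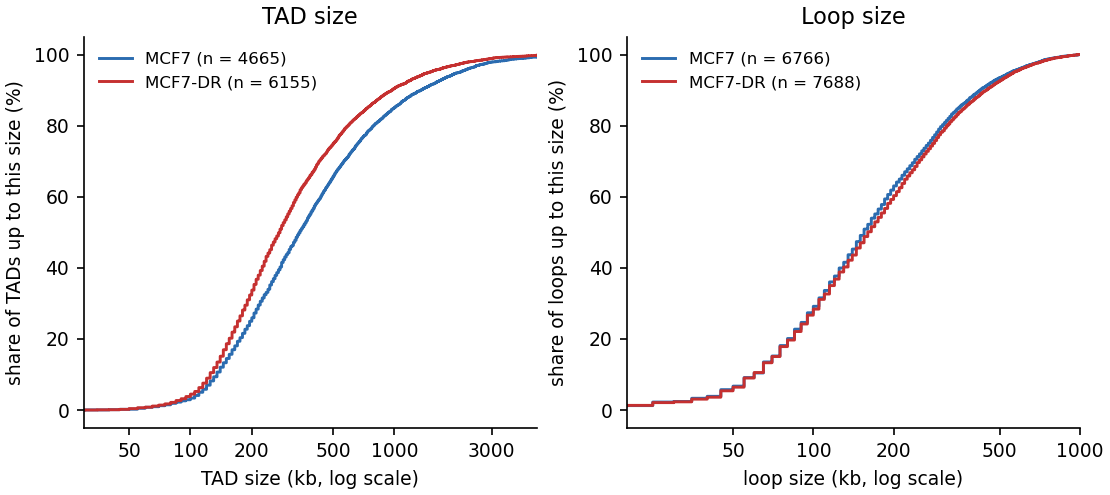
Cumulative share of TADs (left) and chromatin loops (right) up to a given size in kb, on a log scale, in the MCF7 (blue) and MCF7-DR (red) maps, with the number of TADs or loops in each. The TAD curve of MCF7-DR lies to the left of that of MCF7, with medians of 275 and 345 kb, whereas the loop curves nearly coincide, with medians of 160 and 155 kb.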

### TAD boundaries and loop anchors are more accessible and enriched with CTCF motif

In combination with ATAC-seq and RNA-seq data, we analyzed the distribution characteristics of chromatin accessibility, mRNA expression levels and TAD-separation scores around the TAD boundaries and loop anchors. Our data revealed that both TAD boundaries and loop anchors possessed lower TAD separation scores (Supplementary Figures S3C,D) and were strongly enriched for ATAC-seq signals (Figures 2C,F,I, Supplementary Figure S3E), indicating stronger insulation and higher chromatin openness at TAD boundaries and loop anchors compared to the surrounding regions. In addition, the TAD boundaries, but not loop anchors, were significantly enriched for RNA-seq signals (Figures 2B,E), and the transcription start site (TSS) and transcription end site (TES) of DEGs possessed lower TAD-separation scores indicating stronger insulation (Figure 2G). It may be due to the reason that chromatin loop anchor points provide long-range interactions between promoters and regulatory elements, especially distant intergenic enhancers with high accessibility (Rao et al., 2014). 

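At the called boundaries the authors' TAD-separation score had a median of -0.558 in MCF7 (quartiles -0.755 and -0.371) and -0.553 in MCF7-DR cells (-0.746 and -0.372), where a lower score means stronger insulation. The score was below 0 at 97.7% of the MCF7 boundaries and at 98.2% of the MCF7-DR boundaries. Each TAD is listed with 1 score, that of its start: across TADs found in both maps with only the start in common the scores of the maps correlated with r = 0.765 (1363 TADs), against r = 0.196 for TADs with only the end in common (1364 TADs). At 1873 boundaries found at the same position in both maps, the score in MCF7-DR minus that in MCF7 had a median of -0.0329. The score was lower in MCF7-DR at 57.6% of these boundaries, and the median was below 0 on 17 chromosomes and above 0 on 6. The mean of the chromosome medians did not differ detectably from 0 (sign-flip permutation test over chromosomes, two-sided, p = 0.275). This test weighs the size of each chromosome's difference, and the split of 17 to 6 was not tested by itself. The scores of the surrounding bins were not analysed here.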

TAD boundaries are more likely to be openly accessible and transcriptionally active, which is consistent with previous findings (Ulianov et al., 2016; Huang et al., 2020).

Transcription factors (TFs) regulate gene expression through binding directly to cis-regulatory elements of target genes in a sequence-specific manner dependent on the consensus motif (Tsankov et al., 2015; Lambert et al., 2018). To examine potential TFs located within the TAD boundaries and loop anchors, we performed TF enrichment analysis using the findMotifsGenome.pl tool provided by the HOMER motif discovery software (v4.10) (Heinz et al., 2010), and the sequences of TAD boundaries and loop anchors were scanned for TF binding sites and motif occurrences. 

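CTCF is the zinc finger protein that insulates TADs and anchors loops, and BORIS is its testis-specific paralog that binds a near-identical sequence. The CTCF core was searched as CCASYAGRKGGCRS (S is C or G, Y is C or T, R is A or G and K is G or T) on both strands of 5-kb windows. Among boundaries found at the same position in MCF7 and MCF7-DR cells, 181 windows held the core (9.61%), against 0.902% of windows 100 kb away (odds ratio 11.7, Fisher's exact test, two-sided, Benjamini-Hochberg adjusted p = 7.92e-37). Anchors of loops found in both cell lines held the core more often, in 435 of 2488 windows (17.5%), against 0.886% of the windows 100 kb away (odds ratio 23.7, adjusted exact p = 5.58e-108 from the same test). The adjustment covered 24 comparisons, of 4 words at 3 classes of boundaries and 3 classes of anchors. An exact word misses degenerate CTCF sites that a position weight matrix scores, so these shares are lower limits for the presence of a site.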

Our analysis revealed that CTCF and BORIS (also known as CTCFL) motifs were found to be significantly (P < 1e-80) enriched at both TAD boundaries (Supplementary Figures S4A,B) and loop anchors (Supplementary Figures S4E,F) with a higher binding probability in both MCF7 and MCF7-DR cells (Supplementary Figures S4C,D,G,H). Besides, we found that the TAD boundaries were also enriched with forkhead box (FOX) family members, such as FOXA1 and FOXK1 (Supplementary Figures S4A,B), and the HIC1 (Hypermethylated in cancer 1) motif was significantly enriched at both TAD boundaries and loop anchors, which is potentially related to genome-wide changes in chromatin accessibility induced by acute depletion of CTCF (Xu et al., 2021). These results suggest that combinations of sequence-specific DNA binding proteins were potentially involved in defining TAD boundaries and loop anchors of the genome.

### Increased chromatin accessibility at boundaries and stably condensed chromatin regions flanking boundaries are required for gained TAD boundary formation

Our previous work demonstrated that differentially accessible regions (DARs), including 11686 hyper- and 6542 hypo-accessible regions, were positively correlated with nearest DEGs in MCF7-DR cells (Wang et al., 2021). 

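Boundaries were compared by position alone, as a boundary of the same 5-kb position in both maps. Such boundaries made up 40.2% of the 4688 boundaries in MCF7 and 30.5% of the 6178 boundaries in MCF7-DR cells. When the MCF7-DR boundaries were shifted along their chromosomes, 51.3 boundaries matched on average and at most 74, so that the observed number was 36.7 times the chance level (1000 random shifts, one-sided permutation p = 0.001, the smallest possible). The remaining 2804 boundaries were specific to MCF7 and 4294 to MCF7-DR. With a distance of up to 10 kb allowed, 51.8% of the MCF7 and 39.3% of the MCF7-DR boundaries had a match. That number was 9.55 times the chance level of 200 random shifts. Some of the map-specific boundaries thus lay near a boundary of the other map. The classes used below are those by exact position. Boundaries in both maps were the more insulated: in MCF7 their median TAD-separation score was -0.598, against -0.531 at MCF7-specific boundaries, and in MCF7-DR it was -0.624, against -0.523 at MCF7-DR-specific boundaries (permutation tests of the rank sum, two-sided, p = 1e-05 each, the smallest possible). The score of a boundary in the cell line in which it was not called was not analysed here.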

To further investigate the influence of chromatin accessibility changes on newly formed TADs, by comparing the TAD boundaries according to their separation scores between MCF7 and MCF7-DR cells, we classified TAD boundaries into three groups: 1884 stable, 2033 lost and 3416 gained (Figures 2H,I). It has been reported that differential chromatin accessibility is positively correlated with the alteration of A/B compartments (Hu et al., 2018; Crispatzu et al., 2021; Wang et al., 2021). Positive PC1 values corresponded to compartment A and negative PC1 values stand for compartment B. Our data showed that the average PC1 values (at 20-kb resolution) around the hyper-accessible regions (with higher chromatin accessibility) were much higher in MCF7-DR cells than in MCF7 cells, and vice versa for hypo-accessible regions (Figure 3A). Further analysis of TAD-separation scores around DARs demonstrated that the hyper-accessible regions possessed lower TAD-separation scores in MCF7-DR cells and showed a similar feature to TAD boundaries (Figure 3B, Supplementary Figure S3C). These results suggested a close association between compartmentalization, TAD boundary formation and chromatin accessibility changes. Then, we calculated the average tag density of ATAC-seq reads around the stable, lost and gained TAD boundaries and found that these gained TAD boundaries were obviously enriched for higher chromatin accessibility, and vice versa, while the stable TAD boundaries in both cell lines showed little difference (Figure 3C), demonstrating that increased chromatin accessibility is required for and contributes to the gained TAD boundary formation.

**FIGURE 3:**
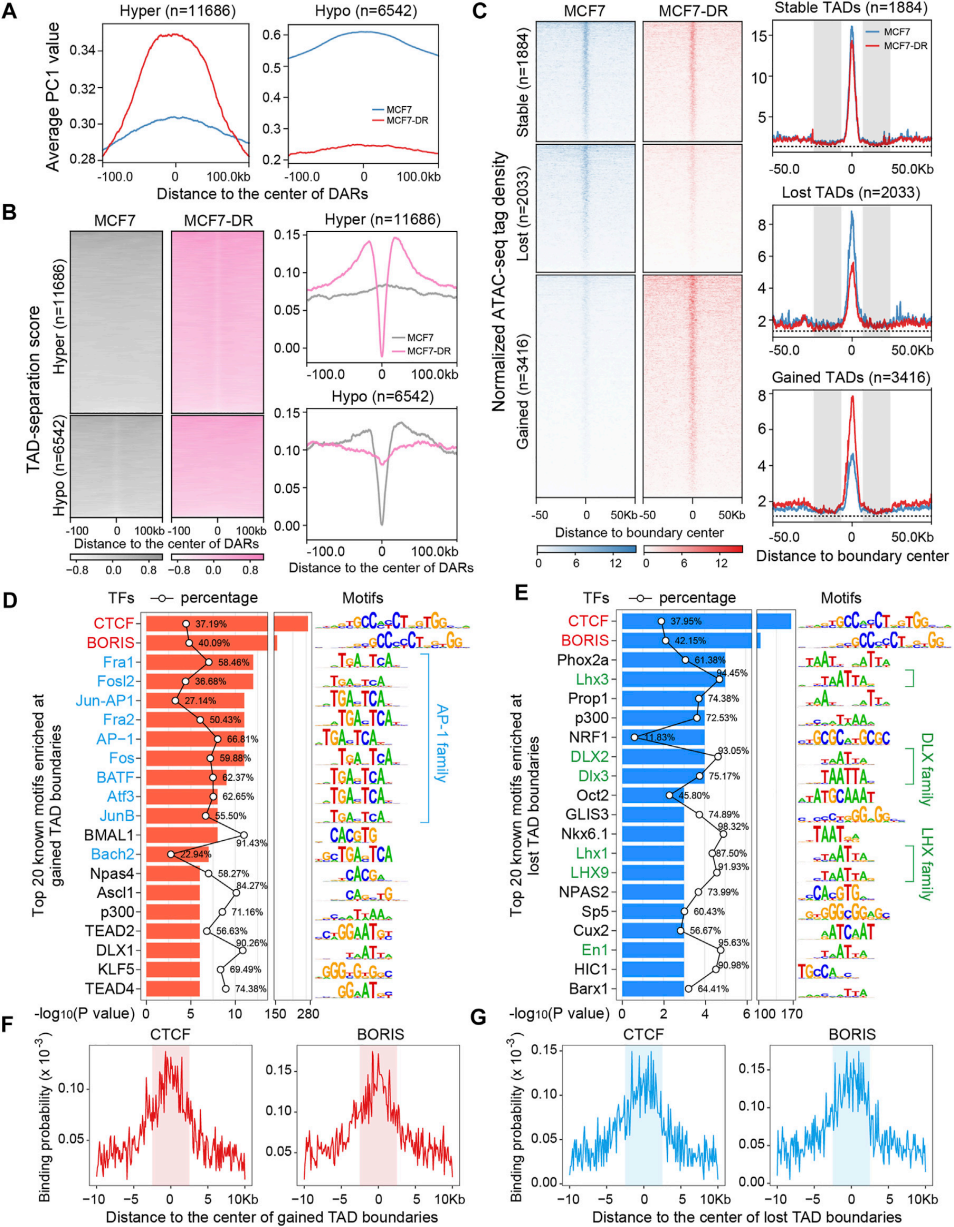
Differential chromatin accessibility and transcription factor families contribute to the formation of TAD boundaries. **(A)** Profiles depicting the distribution of average PC1 values (at 20-kb resolution) identified by the HOMER software (v4.10) surrounding the center of 11686 hyper- and 6542 hypo-accessible regions across a genomic window of ±100 kb in MCF7-DR cells compared to MCF7 cells. DARs, differentially accessible regions. **(B)** Heatmaps and average profiles of TAD-separation scores surrounding the center of 11686 hyper- (top panel) and 6542 hypo-accessible (bottom panel) regions across a genomic window of ±100 kb in MCF7-DR cells compared to MCF7 cells. **(C)** Heatmaps and profiles showing the normalized ATAC-seq tag density surrounding the center of the stable (*n* = 1884), lost (*n* = 2033) and gained (*n* = 3416) TAD boundaries across a genomic window of ±50 kb in MCF7-DR cells compared to MCF7 cells. The grey shaded areas indicate the condensed genomic regions with reduced chromatin accessibility flanking TAD boundaries. The black horizontal dashed line indicates the minimum value of normalized ATAC-seq signal around TAD boundaries. **(D,E)** Top 20 known TF motifs enriched at gained **(D)** and lost **(E)** TAD boundaries. The *p* values for motif enrichment were calculated by the HOMER software (v4.10), and a *p* value <0.01 was considered to be statistically significant by default. The percentages of target sequences with TF motifs are indicated by the black polygonal chain. The AP-1 family members are colored blue **(D)**, and the members of DLX and LHX families are colored green **(E)**. **(F,G)** The aggregate profiles show the binding probability distribution of CTCF and BORIS motifs within 10 kb around the center of gained **(F)** and lost **(F)** TAD boundaries. The shaded areas represent the regions of TAD boundaries.

What is more, it is interesting that we have stumbled across two stably condensed chromatin regions (∼20 kb) with decreased chromatin accessibility (lower ATAC-seq signals) flanking (within ±30 kb) the stable, gained or lost TAD boundaries (Figures 2C, 3C), which have not been reported so far and maybe essentially important for the formation and/or maintenance of TAD boundaries.

### AP-1, DLX and LHX family members potentially involved in TAD reorganization

In order to identify TFs potentially involved in TAD reorganization associated with doxorubicin resistance, the sequences of changed TAD boundaries were scanned for significantly enriched TF motifs using HOMER software (v4.10) (Heinz et al., 2010). As expected, at both the gained or lost TAD boundaries, binding motifs for CTCF and BORIS were most significantly enriched (Figures 3D,E) and showed a higher binding probability (Figures 3F,G). 

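The CTCF core was found at 223 of the 2804 MCF7-specific boundaries (7.95%), against 0.679% of windows 100 kb away (odds ratio 12.6, Fisher's exact test, two-sided, Benjamini-Hochberg adjusted p = 2.45e-46). Of the MCF7-DR-specific boundaries, 360 of 4294 held the core (8.38%), against 0.864% of windows 100 kb away (odds ratio 10.5, adjusted exact p = 1.49e-69). The share did not differ detectably between MCF7-DR-specific and MCF7-specific boundaries (odds ratio 1.06, adjusted exact p = 0.613). These classes are defined by exact position alone, and some of their boundaries lie within 10 kb of a boundary of the other map. They are wider than the gained and lost boundaries of the paper, which also require a difference of the TAD-separation score.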

Besides, the gained TAD boundaries were also enriched for binding motifs of AP-1 family members, including Fos (Fra1, Fra2, c-Fos), Jun (c-Jun, Junb, Jund) and Atf (Atfa, Atf2, Atf3, Batf) proteins (Figure 3D), which always bind to the DNA sequence “TGACTCA” and are commonly found in open chromatin regions enriched with ATAC-seq signals (Lambert et al., 2018; Wang et al., 2021; Zhang et al., 2022). 

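The AP-1 word TGACTCA, bound by dimers of Fos, Jun and Atf proteins, occurred in 57.0% of the MCF7-DR-specific boundary windows and in 51.7% of the MCF7-specific ones (odds ratio 1.24, Fisher's exact test, two-sided, Benjamini-Hochberg adjusted p = 5.03e-05). Boundaries present in both cell lines held it in 49.5% of the windows, less often than MCF7-DR-specific boundaries (odds ratio 0.741, adjusted exact p = 5.7e-07) and not detectably different from MCF7-specific ones (odds ratio 0.917, adjusted exact p = 0.229). Against windows 100 kb away, of which 55.2% held the word, the share at MCF7-DR-specific boundaries did not differ detectably (odds ratio 1.07, adjusted exact p = 0.123). The MCF7-specific boundaries held it less often than their own windows 100 kb away (51.7 against 54.9%, odds ratio 0.877, adjusted exact p = 0.0178), which did not pass the test with windows of 5 kb on either side (odds ratio 0.872, adjusted exact p = 0.0563). The comparison with windows away from MCF7-DR-specific boundaries passed the test with windows 200 kb away (odds ratio 1.12, adjusted exact p = 0.0124) and with windows of 5 kb on either side (odds ratio 1.16, adjusted exact p = 0.0126). The paper proposes that AP-1 family members are potentially involved in TAD reorganization, with their word common in open chromatin.

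**Figure D4:**
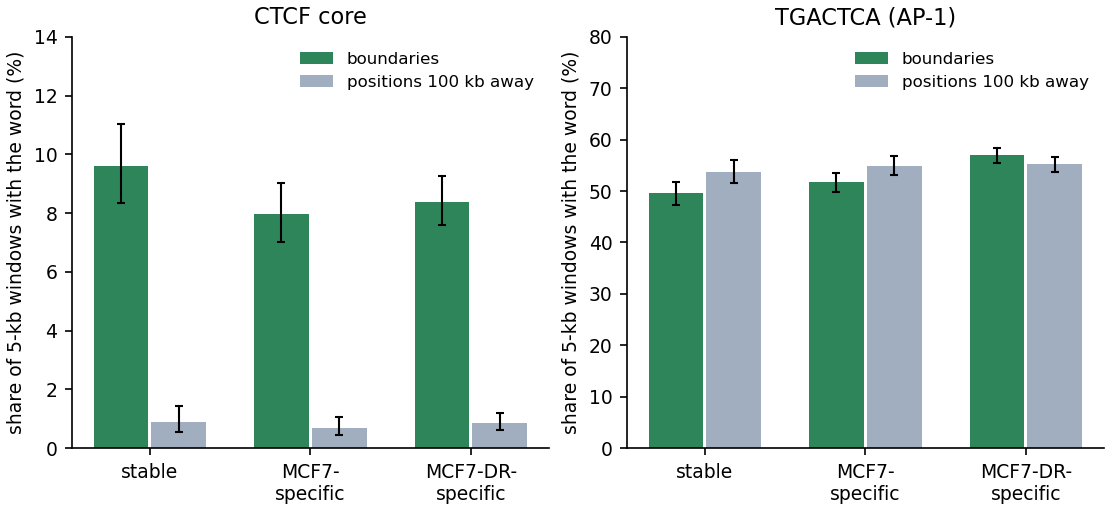
Share of 5-kb windows (in %) that hold the CTCF core (left) or the AP-1 word TGACTCA (right) at TAD boundaries found in both cell lines (stable), in MCF7 only or in MCF7-DR only, and at positions 100 kb away from them; error bars are 95% Wilson intervals, which cover counting error only. The CTCF core stands far above its background in all 3 classes, while the AP-1 word differs by a few percentage points and is highest, at 57.0%, in MCF7-DR-specific boundaries.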

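The homeodomain word TAATTA, which DLX and LHX proteins bind, was present in 77.1% of the MCF7-specific and 77.8% of the MCF7-DR-specific boundary windows (odds ratio of MCF7-DR-specific over MCF7-specific 1.04, Fisher's exact test, two-sided, Benjamini-Hochberg adjusted p = 0.583). Both shares were lower than in windows 100 kb away, at 81.2% for the MCF7-specific boundaries (odds ratio 0.779, adjusted exact p = 2.68e-04) and 81.5% for the MCF7-DR-specific boundaries (odds ratio 0.796, adjusted exact p = 6.02e-05). Boundaries found in both cell lines held it least often, in 71.7% of the windows (odds ratio against MCF7-specific boundaries 0.754, adjusted exact p = 1.27e-04). A word of 6 bases occurs by chance in most windows of 5 kb, so that its presence is a coarser measure than a scored motif. The windows 100 kb away were not matched to the boundaries for base composition.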

Whereas members of DLX and LHX TF families were found to be enriched in the lost TAD boundaries (Figure 3E), which preferentially bind to a similar “TAATTA” motif (Tsankov et al., 2015; Lambert et al., 2018).

### bHLH and SOX family members potentially involved in chromatin loop changes

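Loops that joined the same 5-kb bins in both maps made up 18.96% of the MCF7 loops and 16.69% of the MCF7-DR loops. With the MCF7-DR loops shifted along their chromosomes, 1.302 loops matched on average and at most 6 (1000 random shifts, one-sided permutation p = 0.001, the smallest possible). Stable loops tended to have smaller p-values: their median p-value in MCF7 was 2.15e-07, against 1.03e-05 for the lost loops. Of the 1692 MCF7 loops with the smallest p-values 35.05% were stable, and of the 1692 with the largest 5.67%. Of the 1922 MCF7-DR loops at either end of the p-values, 33.3% and 3.64% were stable. Stable loops had a median size of 150 kb, lost loops 155 kb and gained loops 165 kb (permutation tests of the rank sum, two-sided, p = 0.00516 for stable against lost and p = 0.0107 for gained against lost). With both anchors allowed to differ by up to 10 kb, 3012 MCF7 loops (44.5%) had a partner in MCF7-DR cells.

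**Figure D5:**
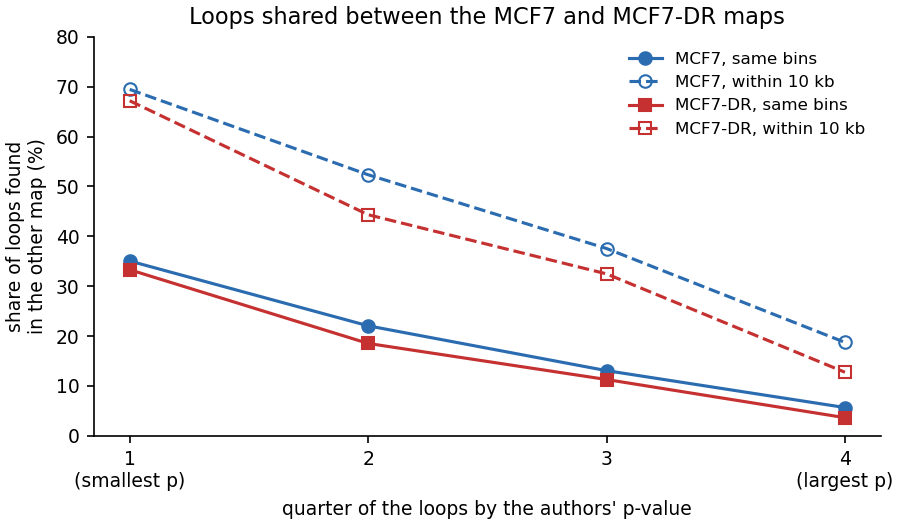
Share of chromatin loops (in %) with a loop in the other map, in 4 groups of equal size by the authors' p-value within each map, for MCF7 (blue circles) and MCF7-DR (red squares); solid lines require the same 5-kb bins and dashed lines allow 10 kb at each anchor. For MCF7 the share within 10 kb falls from 69.4% in the group with the smallest p-values to 18.7% in the group with the largest.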

To obtain potential TFs associated with chromatin loop changes, the identified loops were classified into three types based on the genomic location of loop anchors: 1283 stable loops, 6405 gained loops and 5483 lost loops (Figures 4A,B). Aggregate peak analysis (APA) was performed to assess the aggregate strength of these loops, which showed that there was a significant enrichment with a higher APA score for gained loops in MCF7-DR cells, and vice versa (Figure 4A). 

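The E-box word CAGCTG, bound by bHLH proteins, occurred in 84.1% of the anchors of gained loops, against 81.8% of windows 100 kb away (odds ratio 1.18, Fisher's exact test, two-sided, Benjamini-Hochberg adjusted p = 1.09e-05). It occurred in 83.7% of the anchors of lost loops, against 82.1% of windows 100 kb away (odds ratio 1.12, adjusted exact p = 0.00468). The windows 100 kb away were not matched to the anchors for base composition. Anchors of gained and lost loops did not differ detectably (odds ratio 1.04, adjusted exact p = 0.453). A bin that anchored both a gained and a lost loop was counted in both classes. Such shared bins draw the odds ratio toward 1, and their number was not determined. With windows of 5 kb on either side neither comparison with the background passed the test. There the odds ratios were 1.14 for gained (adjusted exact p = 0.0774) and 1.12 for lost loops (adjusted exact p = 0.149). In these wider windows 96.4% and 96.2% of the anchors and 95.9% and 95.8% of the background held the word, so its presence was near saturation. The CTCF core was present in 8.92% of the anchors of gained loops and 9.28% of those of lost loops (odds ratios against windows 100 kb away 7.50 and 6.80). Where both anchors held a CTCF core with a clear direction, the cores pointed toward each other, the convergent arrangement of CTCF loops, in 63 of 73 gained loops (86.3%, 95% Wilson interval 76.6 to 92.4%) and 52 of 57 lost loops (91.2%, 81.1 to 96.2%). In copies of the loops shifted along the chromosome, pooled because each copy held fewer than 1 such loop on average, the convergent share was 32.2% and 22.2% (Fisher's exact tests, two-sided, p = 1.86e-12 and 4.69e-16). Loops with a core in both anchors were 1.16% of the gained and 1.04% of the lost loops, so the orientation describes a small part of them.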

Then, the sequences of gained or lost loop anchors were used for enrichment analysis of known TF motifs and it revealed that, besides CTCF and BORIS, members of bHLH family, such as ATOH1, BHLHA15 and TCF12, were also significantly enriched at gained loop anchors, which preferentially bind to a similar “CAGCTG” motif, whereas the lost loop anchors were potentially enriched with SOX family members (Figures 4C,D). Although the CTCF motif was most significantly enriched and possessed a higher binding probability (Figures 4C–F), members of bHLH and SOX families were potentially involved in chromatin loop changes associated with doxorubicin resistance in MCF7 cells.

**FIGURE 4:**
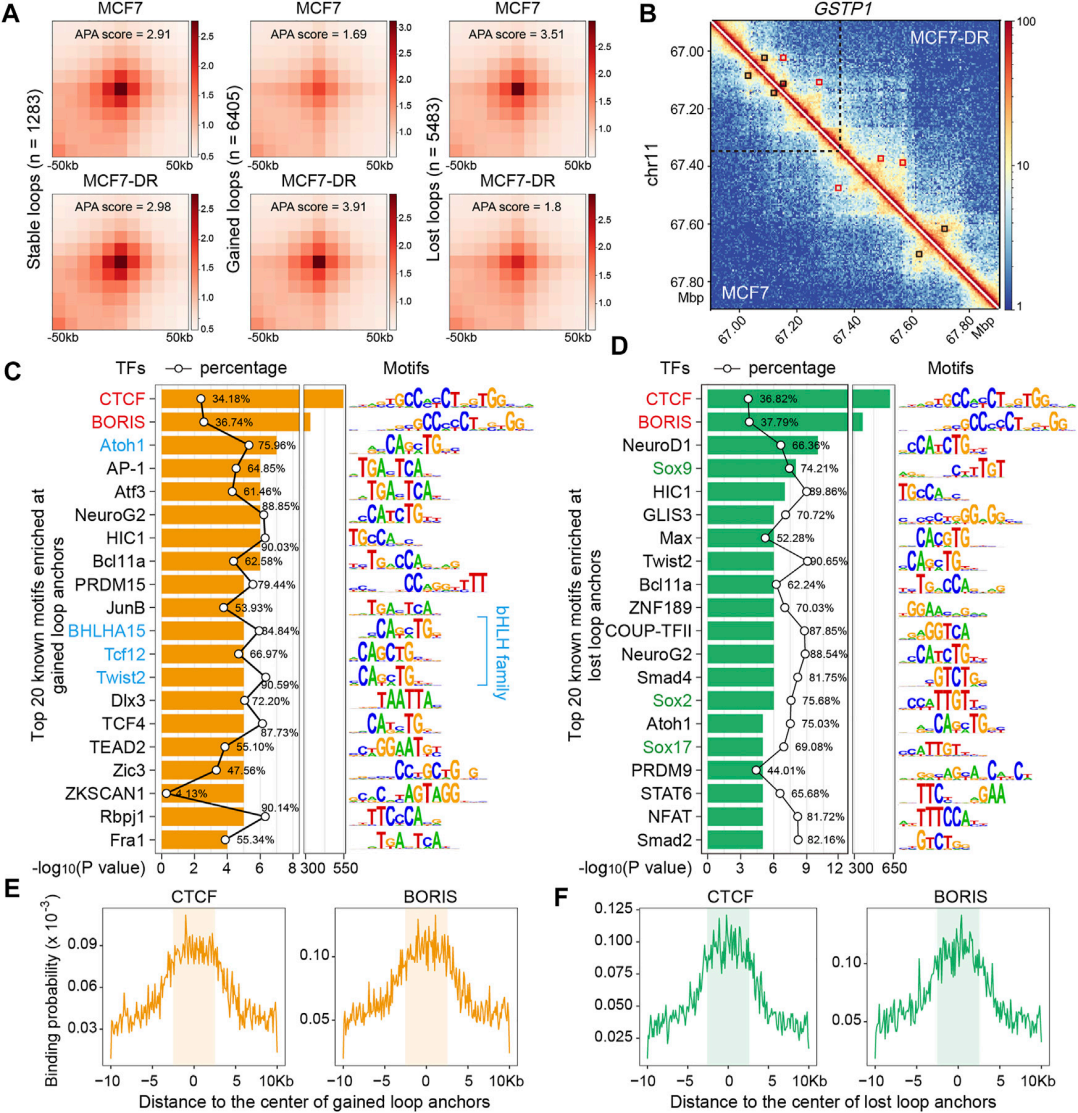
Transcription factor families potentially involved in chromatin loop changes. **(A)** Aggregate peak analysis (APA) plots measuring the aggregate strength of the stable (*n* = 1283), gained (*n* = 6405) and lost loops (*n* = 5483). APA score was calculated with HiCPeaks software using Hi-C matrix data at 5-kb resolution. **(B)** Heatmap depicting an example of differential chromatin loops (at 5-kb resolution) between MCF7 (lower left) and MCF7-DR (upper right) on chr11:66900000–67900000. The black boxes represent the stable loops that are present in both cell lines, while the red boxes denote the gained or lost loops in each cell line. The black vertical dashed lines indicate the *GSTP1* locus. **(C,D)** Top 20 known TF motifs enriched at gained **(C)** and lost **(D)** loop anchors. The *p* values for motif enrichment were calculated by the HOMER software, and a *p* value less than 0.01 is considered to be statistically significant by default. The percentages of target sequences with TF motifs are indicated by the black polygonal chain. The bHLH family members were colored blue **(C)** and the SOX family members were colored green **(D)**. **(E,F)** The aggregate profiles show the binding probability distribution of CTCF and BORIS motifs within 10 kb around the center of gained **(E)** and lost **(F)** loop anchors. The shaded areas represent the regions of loop anchors at 5-kb resolution.

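GSTP1 encodes a glutathione S-transferase that conjugates electrophilic drugs and lies on chromosome 11 (hg19, 67351213 to 67354127, plus strand). In MCF7 cells a loop of 135 kb joined 67340001 to 67475001 (5-kb bins; p = 1.31e-03 by the authors' caller) and spanned GSTP1. No MCF7-DR loop lay within 10 kb of it at both anchors. In MCF7-DR cells a loop of 165 kb joined 67395001, a bin that holds NUDT8 and the end of TBX10, to 67560001 (loop p-value 1.36e-08), downstream of GSTP1. A further MCF7-DR loop of 155 kb joined 67115001 to 67270001 (loop p-value 2.39e-05) and carried convergent CTCF cores. The left core, CCACCAGGGGGCAC on the plus strand at 67118831 to 67118844, lies inside POLD4, and the right core, CTGCCCCCTGGTGG as read on the plus strand and a match on the minus strand at 67273757 to 67273770, lies between PITPNM1 and CDK2AP2. The right anchor ends at a TAD boundary called at 67275000 in both cell lines, with a TAD-separation score of -0.464 in MCF7 and -0.706 in MCF7-DR. The other shared boundary, at 67570000, scored -0.384 and -0.678. The loops in both maps were one of 25 kb from 67120001 to 67145001 (loop p-value 2.07e-09 in MCF7 and 3.44e-09 in MCF7-DR) and one of 80 kb from 67625001 to 67705001 (loop p-value 1.00e-06 and 1.03e-05).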

### Gained or lost enhancer-promoter interactions are positively correlated with their corresponding DEGs

Long-range chromatin interactions including enhancer-promoter interactions (EPIs) are increasingly being recognized as an important mechanism involved in epigenetic regulation of gene expression and chromatin organization (Rao et al., 2014; Dekker and Misteli, 2015; Rowley and Corces, 2018; Zheng and Xie, 2019). Using the analyzeHiC HOMRE command (Heinz et al., 2010), we identified a number of long-range chromatin interactions (FDR <0.05) spanning more than 20 kb and less than 1 Mb in both the MCF7 and MCF7-DR cells (Supplementary Figure S5), and it showed that the genomic regions around significantly up-regulated genes tend to be associated with more chromatin interactions and higher accessibility, such as *ETS1*, *EGFR* and *WTAPP1* (Supplementary Figures S5A–C), whereas the regions near down-regulated genes were associated with fewer chromatin interactions and lower accessibility, such as *DYM*, *CDYL2* and *UBR5* (Supplementary Figure S5D–F), indicating a close relationship between long-range chromatin interaction changes and DEGs. To identify lost or gained EPIs and their target DEGs, we downloaded the consensus enhancers of MCF7 cell line from EnhancerAtlas 2.0 (Gao and Qian, 2020), which were predicted based on multiple high throughput experimental datasets. We defined a differential EPI to be a gained or lost chromatin loop whose an anchor overlapped the TSS of a certain gene and the second anchor overlapped at least one distal enhancer. Finally, we identified 116 gained and 72 lost EPIs corresponding to 110 and 72 DEGs (Figure 5A and Supplementary Table S4), respectively. 

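Table S4 lists the gained EPIs as 109 loops with 116 genes, and the lost EPIs as 72 loops with 71 genes. Some genes have 2 EPIs, such as CASP6 and PLAUR among the gains and HES1 and SULF2 among the losses, and some loops serve 2 genes. All 181 loops were found with both anchors in the authors' list of their own cell line and were absent from the list of the other. The median distance between promoter and distal anchor was 105 kb (15 to 600 kb) for gained and 115 kb (25 to 825 kb) for lost EPIs. The strongest gained EPIs by the authors' p-value were those of POLR3E, an RNA polymerase III subunit, over 95 kb on chromosome 16 (p = 4.47e-11), of ANAPC16, a subunit of the anaphase-promoting complex, over 90 kb on chromosome 10 (p = 1.19e-10), and of the kinase NUAK2 over 50 kb on chromosome 1 (p = 1.30e-10), followed by TGIF1 (p = 5.76e-10) and DUSP3 (p = 1.99e-09). The strongest lost EPIs were those of the Notch effector HES1 over 350 kb on chromosome 3 (loop p-value 5.99e-10), of the cation-chloride cotransporter family member SLC12A9 over 55 kb on chromosome 7 (loop p-value 1.91e-09), a loop of 70 kb on chromosome 1 that joins the promoters of CHD1L and PRKAB2 (loop p-value 4.35e-09), and that of GRHL2, a luminal epithelial transcription factor, over 155 kb on chromosome 8 (loop p-value 5.07e-09). For all 5 gained EPIs named here, and for those of HES1, CHD1L and PRKAB2, the other cell line had a loop within 10 kb at both anchors. This held for 27 of the 109 gained and 18 of the 72 lost EPI loops (odds ratio 0.988, Fisher's exact test, two-sided, p = 1). For NUAK2 and TGIF1 the MCF7 loop within 10 kb had a smaller p-value by the authors' caller than the gained loop (4.28e-11 and 2.14e-10). For POLR3E, ANAPC16 and DUSP3 it had a larger one, as did the MCF7-DR loop for HES1, CHD1L and PRKAB2. The distal anchors were intergenic in 29 of 113 gained pairs of promoter and anchor and 18 of 74 lost pairs, and lay in introns only in 24 and 19. The expression of the genes and the enhancer list were not analysed here.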

Remarkably, it showed that most of the DEGs associated with gained EPIs were significantly up-regulated with the average log2 fold-change > 0, while the DEGs corresponding to lost EPIs were down-regulated with the average log2 fold-change < 0 (Figure 5A), suggesting a positive correlation between changed EPIs and their corresponding DEGs. 

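The GO and KEGG terms of Table S5 were set beside the loops by counting, for each term, the genes with gained and with lost EPIs. Of 21 genes of transcription by RNA polymerase II, 9 had a gained EPI, among them EZH2 and KLF10, and 12 a lost EPI, among them EP300, IRX2 and RFX5 (odds ratio 0.414, Fisher's exact test, two-sided, p = 0.0608, Benjamini-Hochberg adjusted p = 0.731). Chromatin organization had 8 genes with a gained EPI, including the Polycomb protein gene CBX6 and the histone chaperone gene NAP1L1, and 10 with a lost EPI, including BCOR, CHD1L and EP300. Of the genes of regulation of protein phosphorylation, 10 had a gained and 4 a lost EPI. In the Notch pathway JAG1, the ligand, had a gained EPI over 600 kb on chromosome 20 (p = 1.03e-05 by the authors' caller), the coactivator MAML2 one over 290 kb (p = 3.71e-07) and the corepressor NCOR2 one over 195 kb (p = 5.21e-05), while EP300 had a lost EPI over 140 kb (p = 2.57e-04) and HES1 had a second lost EPI over 180 kb (p = 1.51e-05). In EGFR signaling the inhibitor ERRFI1 had a gained EPI over 65 kb (loop p-value 2.99e-05), PLAUR one over 55 kb (loop p-value 3.84e-07) and another over 120 kb (loop p-value 6.29e-04), and DUSP3 was the third gene with a gain, against losses at AGR2, GPRC5A and RHBDF1; the EPI of AGR2 reached into AHR over 115 kb (loop p-value 7.24e-04). The breast cancer pathway had gains at GADD45B, JAG1 and WNT7B and losses at E2F3, GADD45A, HES1 and NCOA3, and the lost EPI of E2F3 spanned 110 kb (loop p-value 1.27e-05). The other cell line had a loop within 10 kb at both anchors for the gains of KLF10, CBX6 and DUSP3 and the losses of RFX5, CHD1L, RHBDF1 and NCOA3. The same held for the EPI of PLAUR over 55 kb and that of HES1 over 350 kb, but for no other EPI of the genes named here. Of the 18 terms, 0 differed between gained and lost EPI genes at an adjusted p under 0.05 by Fisher's exact test, and 0 at an unadjusted p under 0.05. The terms were chosen by the study on these samples, so their gene counts are not independent evidence.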

Enrichment analysis of GO functions and KEGG pathways revealed that these DEGs were significantly enriched (FDR <0.05) in regulations of chromatin organization, protein phosphorylation, RNA polymerase II transcription, and signaling pathways of breast cancer, EGFR and Notch (Figures 5B,C and Supplementary Table S5), such as up-regulated *EZH2*, *JRKL* and *KLF3* with gained EPIs and down-regulated *FOXA1*, *FA2H* and *MAPK13* with lost EPIs (Figures 5C–E, Supplementary Figure S6). The gain or loss of EPIs might be responsible for differential gene expression associated with doxorubicin resistance in breast cancer cells *via* enhancer reprogramming.

**FIGURE 5:**
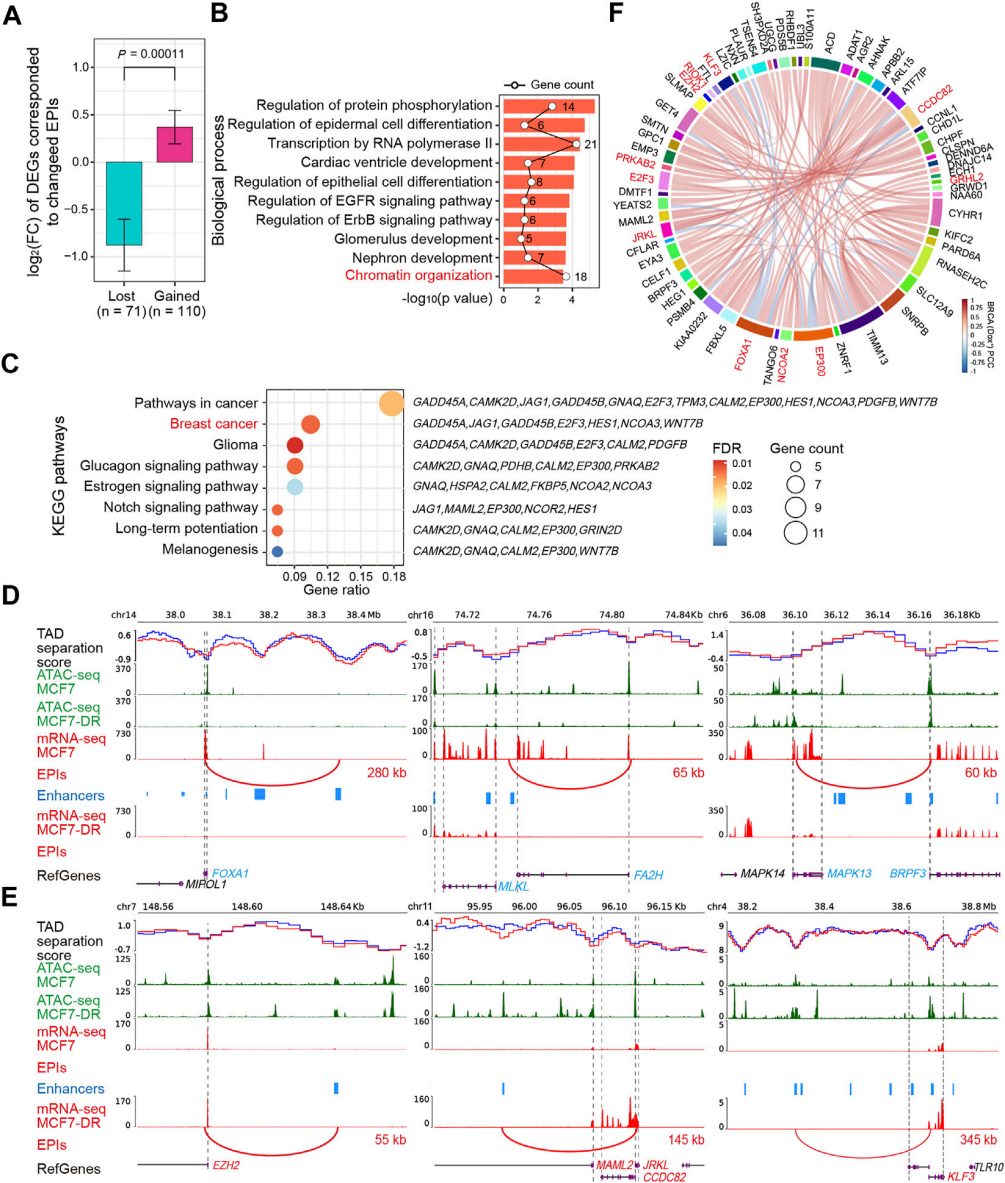
Analysis of changed enhancer-promoter interactions and their corresponding DEGs. **(A)** The average log_2_(FC) of 71 and 110 DEGs corresponded to lost and gained enhancer-promoter interactions (EPIs), respectively. Statistical significance (*p* value) was evaluated using the Wilcoxon rank-sum test in R software. The number of DEGs associated with changed EPIs is displayed below the corresponding bar. FC, fold change. **(B)** Bar plot of significantly enriched GO terms under the “biological process” category for the identified DEGs in **(A)**. The polygonal chain in black shows the gene count related to each term. **(C)** Bubble plot representing KEGG pathways significantly enriched by the identified DEGs in **(A)**. Gene ratio refers to the ratio of the number of genes enriched in the pathway to the total number of genes. **(D,E)** Representative snapshots of TAD-separation scores, ATAC-seq signals (green), mRNA-seq signals (red), enhancers (blue), changed EPIs (red) associated with down-regulated *FOXA1*, *FA2H*, *MAPK13* genes (D, blue), and up-regulated *EZH2, JRKL*, *KLF3* (E, red) genes in MCF7-DR cells compared to parental MCF7 cells. TAD-separation scores of MCF7 and MCF7-DR cells are shown as solid blue and red lines, respectively. Lost or gained EPIs are displayed as arcs between the two genomic loci and the distance of an EPI is marked next to the arc. The black vertical dashed lines indicate the TSS or TES of DEGs. **(F)** Chord diagram showing the correlation between the identified DEGs corresponded to EPIs using the normalized expression matrix from breast invasive carcinoma (BRCA) patients treated with doxorubicin (adriamycin) alone in the TCGA cohort (Dox^+^, *n* = 363). The connecting chord represents a Pearson’s correlation coefficient (PCC) > 0.5 or < −0.5. Some representative DEGs displayed in Figures 4C–E, Supplementary Figure S6 were colored in red.

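The loops of Figs. 5D and 5E were located in hg19. FOXA1, the pioneer factor of luminal breast cells, had its lost EPI between its promoter (chromosome 14, 38060001 to 38065000) and a bin 280 kb away in TTC6 (38340001 to 38345000), which holds 1 CTCF core (p = 7.23e-07 by the authors' caller); MCF7-DR cells had a loop displaced by 5 kb at each anchor (loop p-value 2.75e-05). FA2H, a fatty acid hydroxylase gene, lost a loop of 65 kb from 74805001 to an intergenic bin at 74740001 on chromosome 16 (loop p-value 4.80e-05). MAPK13 is not among the genes of Table S4, and its gene body (chromosome 6, 36095586 to 36112301) contains the distal anchor, 36100001 to 36105000, of a lost loop of 60 kb from the promoter of BRPF3 (36160001 to 36165000, loop p-value 2.83e-07). EZH2, the Polycomb methyltransferase gene, gained a loop of 55 kb from 148580001 to 148635001 on chromosome 7, over exons of long non-coding RNAs (loop p-value 1.13e-04). JRKL and CCDC82, a divergent gene pair, share the promoter bin 96120001 to 96125000 on chromosome 11 and gained a loop of 145 kb to 95975001 in an intron of MAML2 (loop p-value 1.85e-04). KLF3, a Krüppel-like repressor gene, gained a loop of 345 kb from 38665001 to an intergenic bin at 38320001 on chromosome 4 (loop p-value 1.07e-06), where MCF7 cells had a loop from the same distal bin that was displaced by 10 kb at the promoter anchor (loop p-value 3.31e-09). The losses at FA2H and BRPF3 and the gains at EZH2 and at JRKL and CCDC82 had no loop of the other cell line within 10 kb. From the gained and lost EPIs together with the expression of their genes, the paper proposes that changed EPIs might be responsible for differential expression through enhancer reprogramming.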

### *JRKL* and *FA2H* corresponded to changed EPIs and might be potential targets for acquired resistance to doxorubicin in breast cancer

To testify the expression patterns and the clinical significance of critical DEGs related to gained or lost EPIs in MCF7-DR cells as well as predict their role in the development of acquired resistance to doxorubicin in breast cancer, we retrieved the genomic and clinical data from TCGA (The Cancer Genome Atlas) BRCA (breast invasive carcinoma) and analyzed their expression levels in breast cancer patients treated with (Dox^+^; *n* = 363) and without (Dox^−^; *n* = 762) doxorubicin alone. Correlation analysis showed that the expression pattern of *JRKL* was positively correlated with *CCDC82* expression (r = 0.85), both of which were negatively correlated with *FOXA1*; the expression pattern of *E2F3* was positively correlated with *EZH2* (*r* = 0.53) and *RIOK1* (*r* = 0.53) expression (Figure 5F and Supplementary Table S6). Kaplan-Meier survival analysis further revealed that higher expression of *JRKL* and *RIOK1* was verified to be significantly (*p* < 0.05) associated with the poor prognosis of the Dox^+^ patients when compared to the Dox^−^ patients, whereas lower expression of *FA2H* and *GPRC5A* was related with the poor prognosis of Dox^+^ patients (Figure 6A). The mRNA expression levels of *JRKL* and *RIOK1* were significantly (*p* < 0.05) higher in the Dox^+^ patients than Dox^−^, while *FA2H* and *GPRC5A* expression levels were lower in the Dox^+^ patients (Figure 6B). Moreover, in the Dox^+^ patients, there was a positive correlation between the expression levels of *JRKL* and *RIOK1*, *FA2H* and *GPRC5A*, while *GPRC5A* expression was negatively correlated with *JRKL* and *RIOK1* as expected (Figure 6C, Supplementary Table S6). Therefore, the gained and lost EPIs and their corresponding DEGs, such as *JRKL*, *RIOK1*, *FA2H*, *GPRC5A* might play a critical role in the development of doxorubicin resistance in breast cancer cells and be important indicators for judging the prognosis or a therapeutic target in breast cancer patients treated with doxorubicin.

**FIGURE 6:**
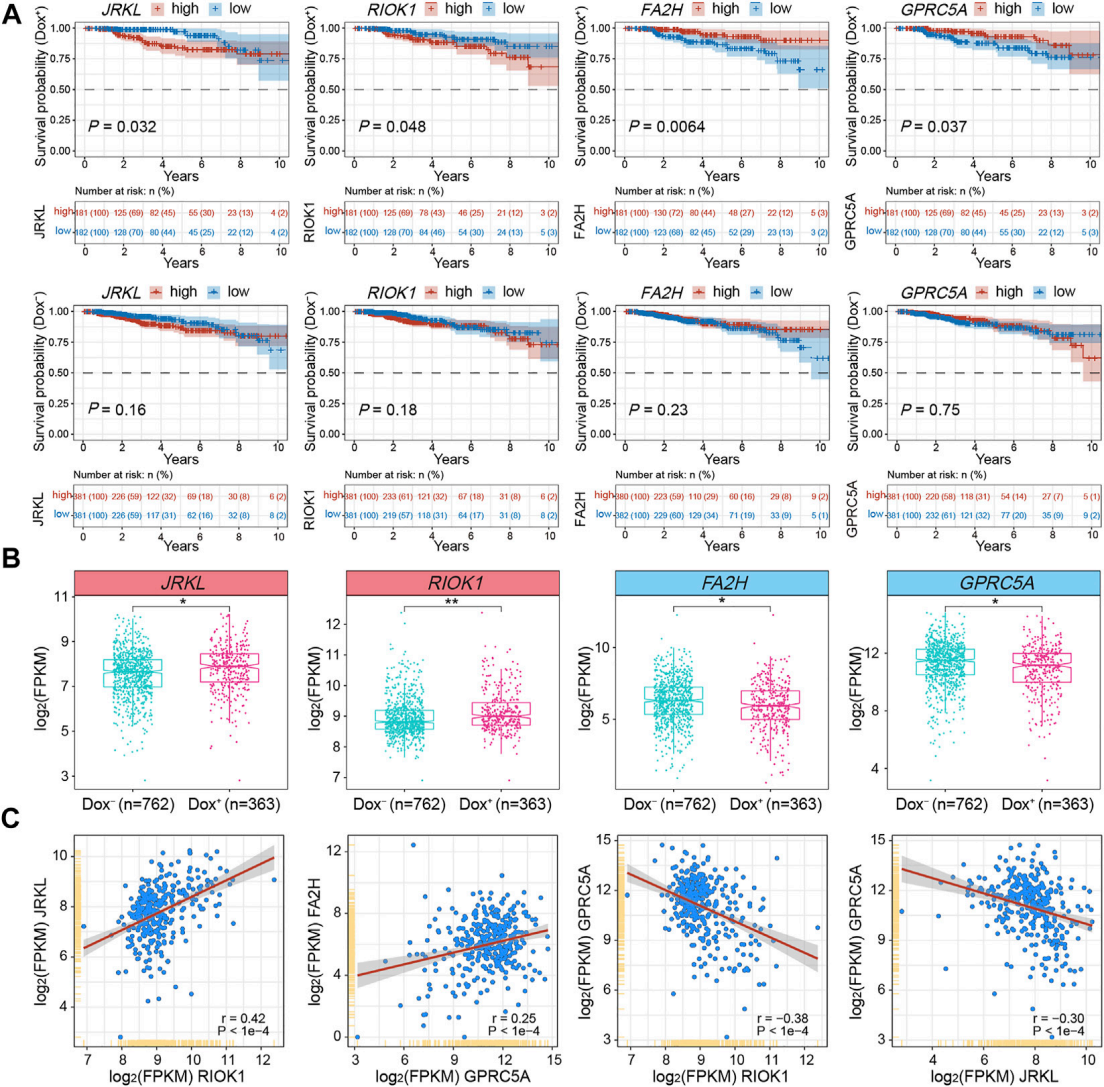
Integrative analysis of DEGs associated with changed EPIs using TCGA-BRCA clinical data and subtypes. **(A)** Kaplan-Meier survival analyses for *JRKL*, *RIOK1*, *FA2H* and *GPRC5A* of BRCA patients treated with (Dox^+^; top panel; *n* = 363) and without (Dox^−^; bottom panel; *n* = 762) doxorubicin (adriamycin). Expression values (FPKM) were sorted according to high and low expression from the median of the corresponding genes. The shaded area indicates the 95% confidence interval. Statistical analysis was performed by the log-rank test, and *p* < 0.05 was statistically significant. All the survival duration was censored to 10 years **(B)** Box plots showing the mRNA expression levels (FPKM) of *JRKL*, *RIOK1*, *FA2H* and *GPRC5A* in Dox^+^ and Dox^−^ breast cancer subgroups derived from TCGA datasets. The *p* values were calculated by Wilcoxon’s signed-rank test in the R platform. *p < 0.05, **p < 0.01. **(C)** Correlation analysis of mRNA expression levels (FPKM) among *JRKL*, *RIOK1*, *FA2H* and *GPRC5A* in the Dox^+^ breast cancer subgroup. The Pearson’s correlation coefficients (r) and *p* values were calculated using the “corrplot” package in R. The *p* values <0.05 were considered to be statistically significant.

## Discussion

Despite an increasing number of molecular mechanisms underlying doxorubicin resistance in breast cancer have been reported (Huang et al., 2018; Stefanski et al., 2019; Mirzaei et al., 2021; Zangouei et al., 2021), it remains a major obstacle to improving the clinical benefit of cancer patients. Previous studies have shown that chromatin interactions in breast cancer cells differ from normal mammary epithelial cells (Barutcu et al., 2015) and estrogen-receptor binding is involved in three-dimensional (3D) genome reorganization in endocrine-resistant breast cancer (Zhou et al., 2019; Achinger-Kawecka et al., 2020). Here we generated high-resolution 3D genome maps using *in situ* Hi-C and performed integrated analyses of Hi-C, ATAC-seq and mRNA-seq experiments in doxorubicin-resistant MCF7 cells, in comparison to the parental MCF7 cells. Our multiscale analyses of 3D genome structure uncovered alterations in A/B compartments, topologically associating domains and chromatin loops. It was found that the genomic loci switch between A and B compartments, which are associated with active/open and inactive/closed chromatin respectively, was positively correlated with differential gene transcription. The DEGs located in compartments that switch from A-type to B-type in doxorubicin-resistant cells were mostly repressed, whereas DEGs that switched from A-type to B-type compartments showed significantly higher expression levels. The DEGs located in unchanged compartments showed a well-balanced expression level. These results are thus basically consistent with existing knowledge (Barutcu et al., 2015; Fan et al., 2018).

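Gained TAD boundaries and gained loop anchors were set against each other by position. Of the 4294 boundaries specific to MCF7-DR cells, 1253 (29.2%) touched an anchor of a gained loop, compared with 688 of the 1884 boundaries found in both cell lines (36.5%; odds ratio 0.716, Fisher's exact test, two-sided, p = 1.5e-08). The lost side ran the same way: 26.9% of the MCF7-specific boundaries and 31.6% of those in both cell lines touched an anchor of a lost loop (odds ratio 0.796, p = 5.51e-04 by Fisher's exact test). A boundary specific to 1 map was thus somewhat less likely to touch a changed loop anchor than a stable boundary. Changed loops were defined by exact bins, and 27.0% of the gained and 31.5% of the lost loops had a loop of the other map within 10 kb at both anchors. How often each class of boundary touched any loop anchor was not compared. The odds ratios therefore cannot decide whether new boundaries and new loops go together. Of the 5 MCF7-DR-specific boundaries in the region of Fig. 2I, those at 35845000, upstream of LDLRAD3, and 36530000, inside TRAF6, touch an anchor of a gained loop, and those at 35685000, 36055000 and 36965000 do not. Boundaries are not independent of each other, and both lists come from the same pooled matrices.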

At the TAD and loop scale, we found that the genomes in MCF7-DR cells contain more TADs and the average TAD size is smaller than in MCF7 cells, indicating that there were more gained (newly formed) TAD boundaries and loop anchors in MCF7-DR cells. Combining ATAC-seq and mRNA-seq data, we further found that TAD boundaries and loop anchors possessed higher chromatin accessibility/openness, which would be in favor of the recruitment of TFs and insulator element-binding proteins, including insulator proteins CTCF and BORIS, which have been proposed to be indispensable for the formation of TADs and loops (Dixon et al., 2016; Debruyne et al., 2019; Hu et al., 2020; Ghosh and Meyer, 2021). Indeed our previous studies have found that BORIS was significantly up-regulated in MCF7-DR cells (Wang et al., 2021). Besides, some other TFs related to CTCF were also found to be enriched at TAD boundaries and loop anchors, such as HIC1 (Xu et al., 2021) and members of FOX TF family (Hurtado et al., 2011). Although the statistical significance of the enrichment of these TF binding motifs is obviously lower than that of CTCF and BORIS, they are worthy of further exploration in subsequent trials. In addition, both TAD boundaries and loop anchors show stronger insulations, suggesting genomic and functional overlap between them. 

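The overlap of positions can be counted from the lists. In MCF7 cells 1894 of the 12314 distinct loop anchors (15.4%) touched a TAD boundary, and in MCF7-DR cells 2646 of 13735 (19.3%). With the boundaries shifted along their chromosomes, 1.69% and 2.22% of the anchors touched one, so that the overlap was 9.09 and 8.67 times the chance level (1000 random shifts, one-sided permutation p = 0.001 in each cell line, the smallest possible). The right anchor of the MCF7-DR loop at POLD4 and PITPNM1 on chromosome 11 is one of them. Most anchors in either cell line lay away from called boundaries. From the stronger insulation at both kinds of element, the paper proposes that they overlap in the genome and in function.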

In terms of gene transcription, the intensities of the mRNA product signals enriched at TAD boundaries were higher than those at loop anchors, indicating that TAD boundaries are enriched for active gene transcription (Rowley et al., 2017). Chromatin loops usually promote long-range interactions between transcriptional regulatory elements and their associated promoters (Rao et al., 2014; Mcarthur and Capra, 2021), and most of their anchors are located at the intergenic regions epigenomically defined as enhancers, which may be a reason for no significant enrichment of the mRNA-seq signals at loop anchors.

By comparing MCF7-DR cells with MCF7 cells, we observed that the gained TAD boundaries were enriched with higher ATAC-seq signals and vice visa, demonstrating a positive correlation between chromatin accessibility changes and TAD boundary strength. Besides CTCF and BORIS, members of AP-1 TF family are potentially involved in the formation of the gained TAD boundaries, while the lost TAD boundaries might be related to the weakened binding affinity of members of DLX and LHX TF families. Similarly, bHLH family members might contribute to gained chromatin loops associated with CTCF (Hu et al., 2020). In addition, interestingly, we found that there are two condensed chromatins (∼20 kb) with lower ATAC-seq signals flanking (within ∼30 kb) both conserved and changed (gained or lost) TAD boundaries, which may play critical roles in the formation and/or maintenance of TAD boundaries and have not been reported in any detail. In our opinion, the structure and function of these two special chromatin structures may be conserved and stable across cell types and species and deserve further study.

Alterations in the intrinsic chromatin interaction landscape are associated with differential gene expression (Wu et al., 2017; Misteli, 2020; Mcarthur and Capra, 2021), and we came to a similar conclusion. In particular, we identified several gained and lost enhancer-promoter interactions (EPIs) and their corresponding DEGs such as *FA2H, FOXA1*, *JRKL* and *EZH2*, many of which were involved in chromatin organization, Notch and breast cancer signaling pathways and have been known to be closely related to drug resistance or epigenetic regulation in human cancer (Herrero et al., 2008; Roe et al., 2017; Toh et al., 2017; Nussinov et al., 2021). Additional analysis of clinical and genomic data from TCGA-BRCA further revealed that some DEGs were highly correlated with each other and exhibited similar expression patterns in both the MCF7-DR cells and the Dox^+^ breast cancer patients as expected. The higher expression of *JRKL* and *RIOK1* in patients treated with doxorubicin alone experienced significantly worse clinical outcomes, while lower expression levels of *FA2H* and *GPRC5A* had opposite prognostic effects. Especially, previous studies found that *FA2H* (Fatty acid 2-hydroxylase) depletion could lead to decreased chemosensitivity to cisplatin *via* inhibition of *AMPK* and activation of mTOR/S6K1/Gli1 pathway in gastric cancer (Yao et al., 2019), and turn different cancer cells resistant to PM02734 (Herrero et al., 2008). Here we speculated that the gain or loss of enhancer-promoter interactions and their corresponding DEGs such as up-regulated *JRKL* and down-regulate *FA2H* may constitute potential diagnostic or therapeutic targets for reversing doxorubicin resistance in breast cancer.

## Conclusion

Our findings provide genome-wide evidence for the reorganization of 3D genome structure and accompanying chromatin accessibility and gene expression changes occurring in doxorubicin-resistant breast cancer cells. However, additional validation and further investigations will be required to establish the direct link between 3D genome reorganization observed in doxorubicin-resistant cell lines and specific molecular changes that can be used as therapeutic targets in breast cancer patients. Collectively, these results extend our understanding and suggest a key epigenomic mechanism of doxorubicin resistance and offer a resource for further studies to explore future therapeutic applications.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: sequencing data deposited in the NCBI GEO under the accession number GSE205874 and GSE174152 have now been released and publicly available (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE205874, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE174152).

# Supplementary material for: Reorganization of 3D chromatin architecture in doxorubicin-resistant breast cancer cells
**Source:** Front Cell Dev Biol. 2022 Aug 5;10:974750. doi: 10.3389/fcell.2022.974750
**Supplement:** Supplementary file 7

Supplementary Material

## Supplementary Figures

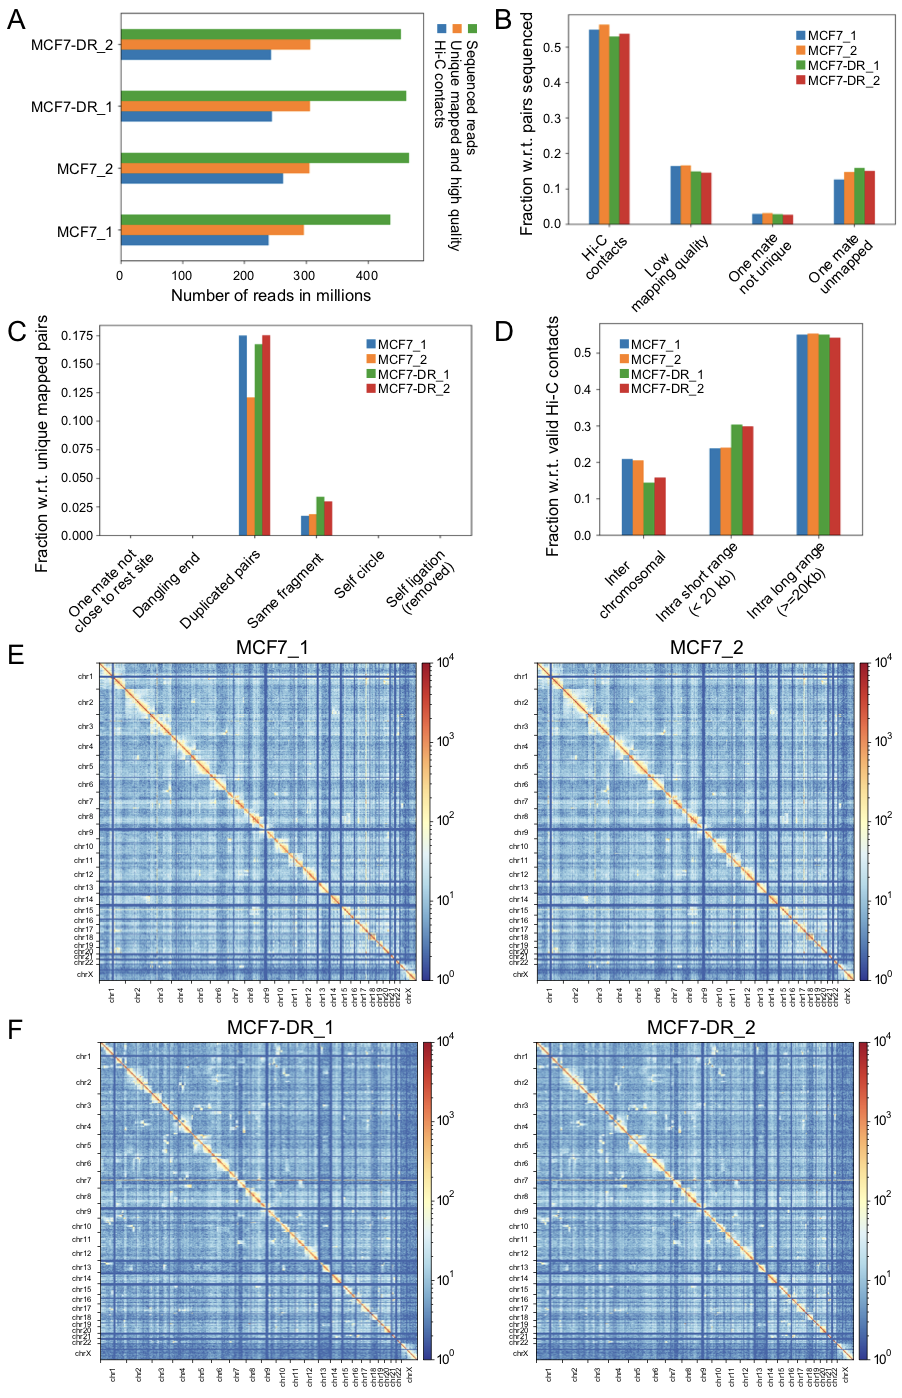

**Supplementary Figure S1. Generation of Hi-C interaction matrices and quality control.**

(A) Number of sequenced (green), unique mappable and high quality (orange), and valid used (blue) Hi-C reads per sequenced sample. The exact numbers of sequenced and valid reads are available in Table S1. Two independent biological replicates were sequenced for parental (MCF7_1 and MCF7_2) and doxorubicin-resistant (MCF7-DR_1 and MCF7-DR_2) breast cancer cells.

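The valid contacts of each library were divided by the authors into contacts between chromosomes, short-range contacts under 20 kb and long-range contacts of 20 kb or more within a chromosome. Contacts between chromosomes were 20.8% ± 0.246 of the valid contacts in MCF7 and 15.1% ± 1.00 in MCF7-DR cells (SD, n = 2 each), a difference of -5.65 percentage points without overlap between the replicates (exact permutation test, two-sided, p = 0.333, the smallest p that the design allows). Short-range contacts were 23.97% ± 0.0784 in MCF7 and 30.2% ± 0.370 in MCF7-DR (SD, n = 2 each), a difference of 6.18 percentage points, again without overlap and with the same exact p. Long-range contacts were 55.2% ± 0.167 and 54.7% ± 0.632 (SD, n = 2 each; exact permutation test, two-sided, p = 0.667). With 2 libraries per cell line no difference can reach a p of 0.05 in this test.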

(B) Fraction of used, unmappable and non-unique read pairs with respect to the sequenced read pairs.

(C) Fraction of read pairs that were discarded when building the Hi-C matrix.

(D) Fraction of inter-chromosomal, short-range (< 20 kb) and long-range (> 20 kb) Hi-C contacts with respect to the valid read pairs used in this study.

(E and F) Heatmaps showing whole-genome Hi-C interaction matrix normalized at 1-Mb resolution. For each condition, two biological replicates in independent experiments were analyzed for parental (E) and doxorubicin-resistant (F) MCF7 cells.

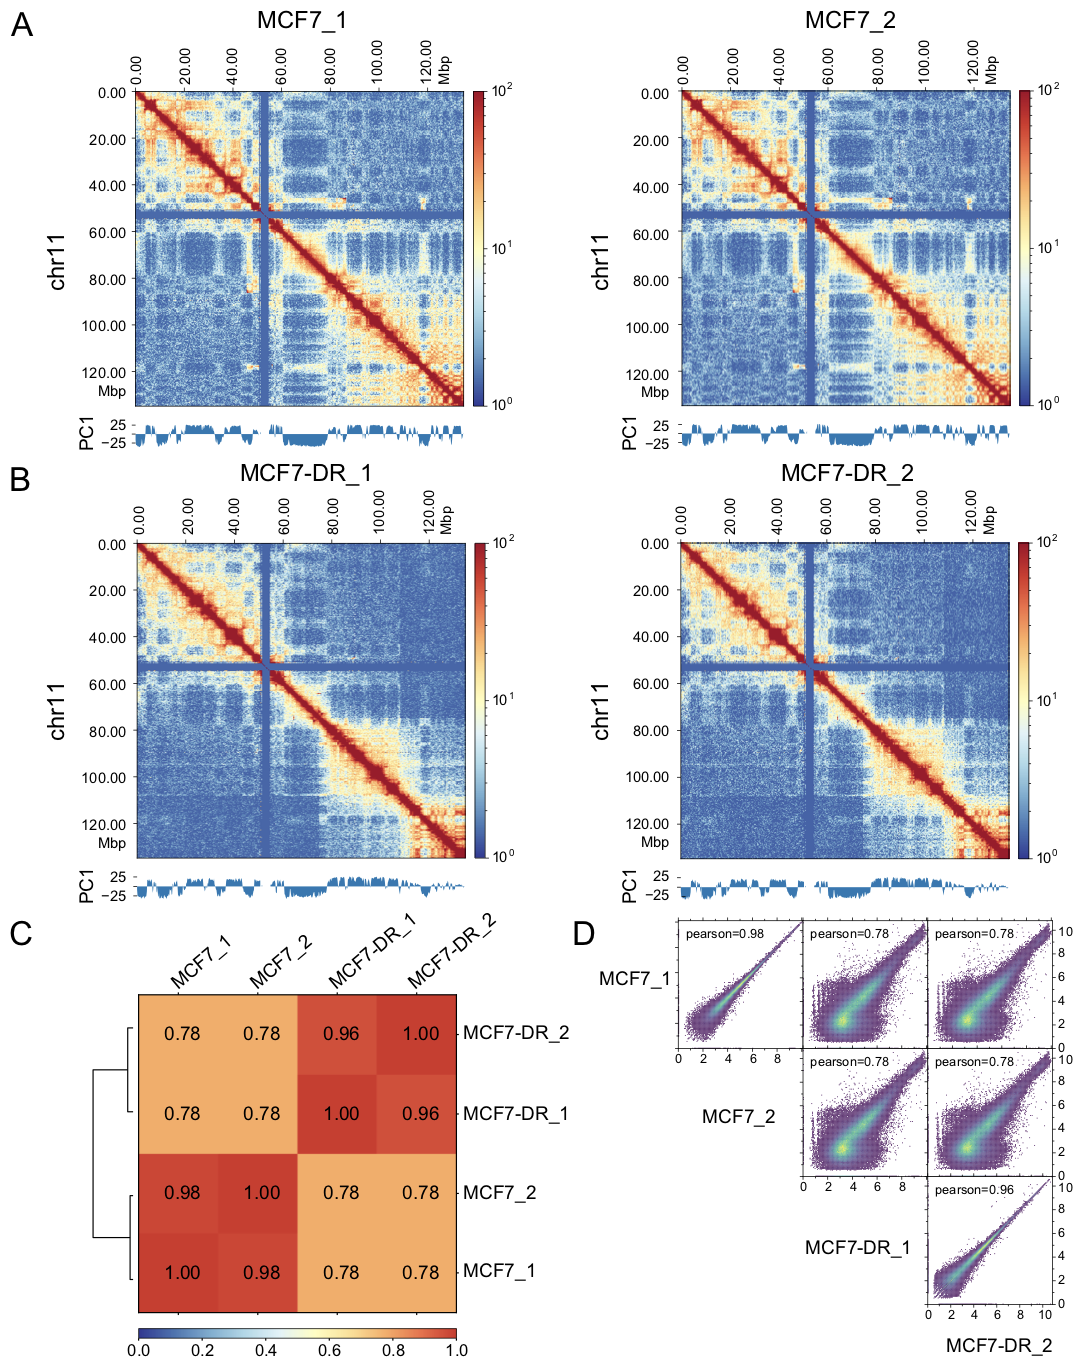

**Supplementary Figure S2. Example heatmaps and reproducibility of Hi-C replicates.**

(A and B) Images of whole-chromosome Hi-C interaction matrices of chr11 at 200 kb resolution. Two independent biological replicates were analyzed for MCF7 (A) and MCF7-DR (B) breast cancer cells. The PC1 signal was used to define the A and B compartments and is displayed below each heatmap (positive PC1 is designated as A compartments, and negative PC1 is designated as B compartments).

(C and D) Heatmap (C) and scatter plot (D) showing the Pearson correlation coefficient (PCC) of genome-wide interactions at 1-Mb resolution of all samples.

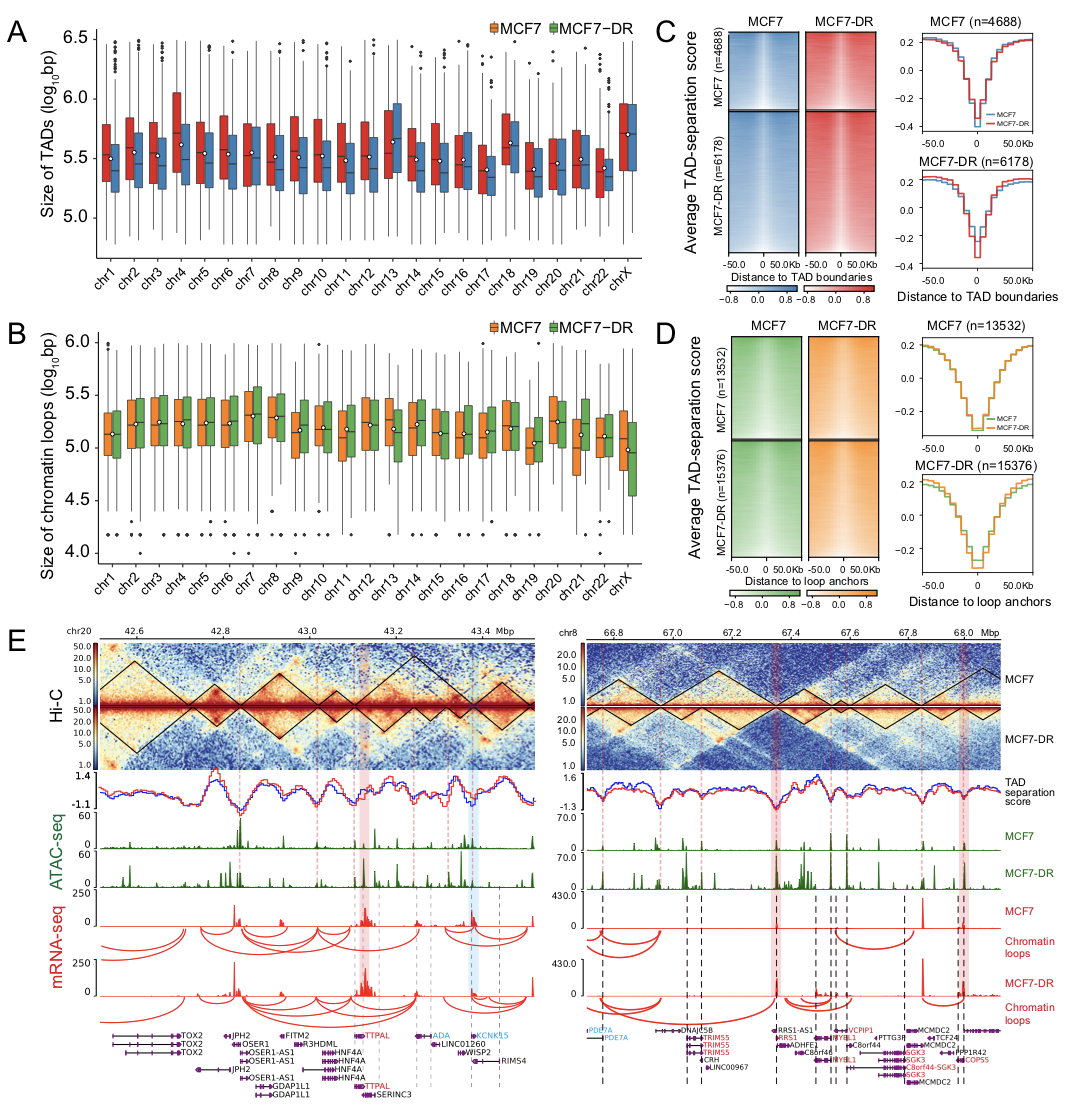

**Supplementary Figure S3. Identification and visualization of TADs and chromatin loops.**

(A and B) Box plots showing the size distribution of TADs (A) and loops (B) at 5-kb resolution for individual chromosome.

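By chromosome, the mean TAD of MCF7-DR cells was 37.2% shorter than that of MCF7 cells on chromosome 4, 36.5% shorter on chromosome 6 and 33.5% shorter on chromosome 21. On chromosome X, which has the longest TADs, the mean was 1158 kb in MCF7 and 879 kb in MCF7-DR. On chromosomes 20 and 13 the mean was 2.30% and 5.94% shorter, but the median on chromosome 13 rose from 370 kb in MCF7 to 465 kb in MCF7-DR, and on chromosome 18 it was 405 kb in both. Mean loops were longer in MCF7-DR on 16 of the 23 chromosomes, but their log2 size ratio did not pass the test over chromosomes (sign-flip permutation test, two-sided, p = 0.191). On chromosome 16, which is among them, the mean TAD was not shorter in MCF7-DR (547 and 548 kb). On chromosome 21 the mean loop was longer in MCF7-DR (146 kb in MCF7 and 203 kb in MCF7-DR), whereas on chromosome X, one of the 7 others, it was shorter (172 and 134 kb), as on chromosome 13 (217 and 176 kb). These means have no replicate error, since each chromosome has 1 pooled list per cell line.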

(C) Heatmaps and average profiles displaying average TAD-separation scores across a genomic window of -50 kb upstream and +50 kb downstream from the center of TAD boundaries at 5-kb resolution in parental and doxorubicin-resistant MCF7 cells. The top panels show read signals over the 4688 TAD boundaries identified in MCF7 cells and the bottom panels show read signals over the 6178 TAD boundaries identified in MCF7-DR cells.

(D) Heatmaps and average profiles showing average TAD-separation scores located within 50 kb upstream and downstream of the center of loop anchors at 5-kb resolution in MCF7 and MCF7-DR cells. The top panels show read signals over the 13532 loop anchors identified in MCF7 cells and the bottom panels show read signals over the 15376 loop anchors identified in MCF7-DR cells.

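The regions of Supplementary Fig. S3E were read from the authors' lists (hg19). On chromosome 20, in the region from 42510001, MCF7 had 6 boundaries and MCF7-DR had 4, of which 2 were at the same position. The shared boundary at 42840000, next to OSER1, scored -0.997 in MCF7 and -1.34 in MCF7-DR, and the one at 43015000, inside HNF4A (42984339 to 43061485), scored -0.523 and -0.766. At KCNK15, a potassium channel gene (43374506 to 43380954), the boundary of MCF7 at 43375000 (-0.716) and that of MCF7-DR at 43380000 (-0.222) were 1 bin apart. MCF7 had 10 loops and MCF7-DR had 12 in this region, with 1 in the same bins, and a loop of 145 kb from 43095001 to 43240001, across TTPAL and SERINC3, was called in MCF7-DR cells (loop p-value 1.34e-06) with no MCF7 loop within 10 kb. On chromosome 8, in the region from 66710001, MCF7 had 6 boundaries and MCF7-DR had 7, and 4 were shared. Loops numbered 2 in MCF7 and 6 in MCF7-DR. The MCF7-DR loops included one of 580 kb from the promoter of the phosphodiesterase gene PDE7A at 66750001 to 67330001 (loop p-value 1.93e-05), one of 145 kb from 67375001 in ADHFE1 to 67520001 in MYBL1 (loop p-value 3.71e-07) and one of 135 kb from 67835001 to 67970001 in COPS5, a subunit gene of the COP9 signalosome (loop p-value 9.40e-07).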

(E) Representative snapshots of Hi‐C interaction matrix at 5-kb resolution (top panel), and black line in the heatmap demarcates the identified TADs. TAD-separation scores of MCF7 (solid blue line) and MCF7-DR (solid red line) cells were calculated to identify the degree of separation between the left and right regions at each Hi-C matrix bin. The following tracks showing normalized ATAC-seq (green) and mRNA-seq (red) read coverage. The red shaded area shows hyper-accessible chromatin region and up-regulated genes, and the blue shaded area shows hypo-accessible chromatin region and down-regulated genes. Chromatin loops are displayed as red arcs under the mRNA-seq track. Hi-C contact matrix, TADs and chromatin loops were generated using HiCexplorer. The red vertical dashed lines indicate ATAC-seq signals at the TAD boundaries. The transcription start site (TSS) and transcription end site (TES) of DEGs are indicated by the black vertical dashed lines. Up-regulated genes are colored in red and down-regulated genes in blue, while unchanged genes are shown in black.

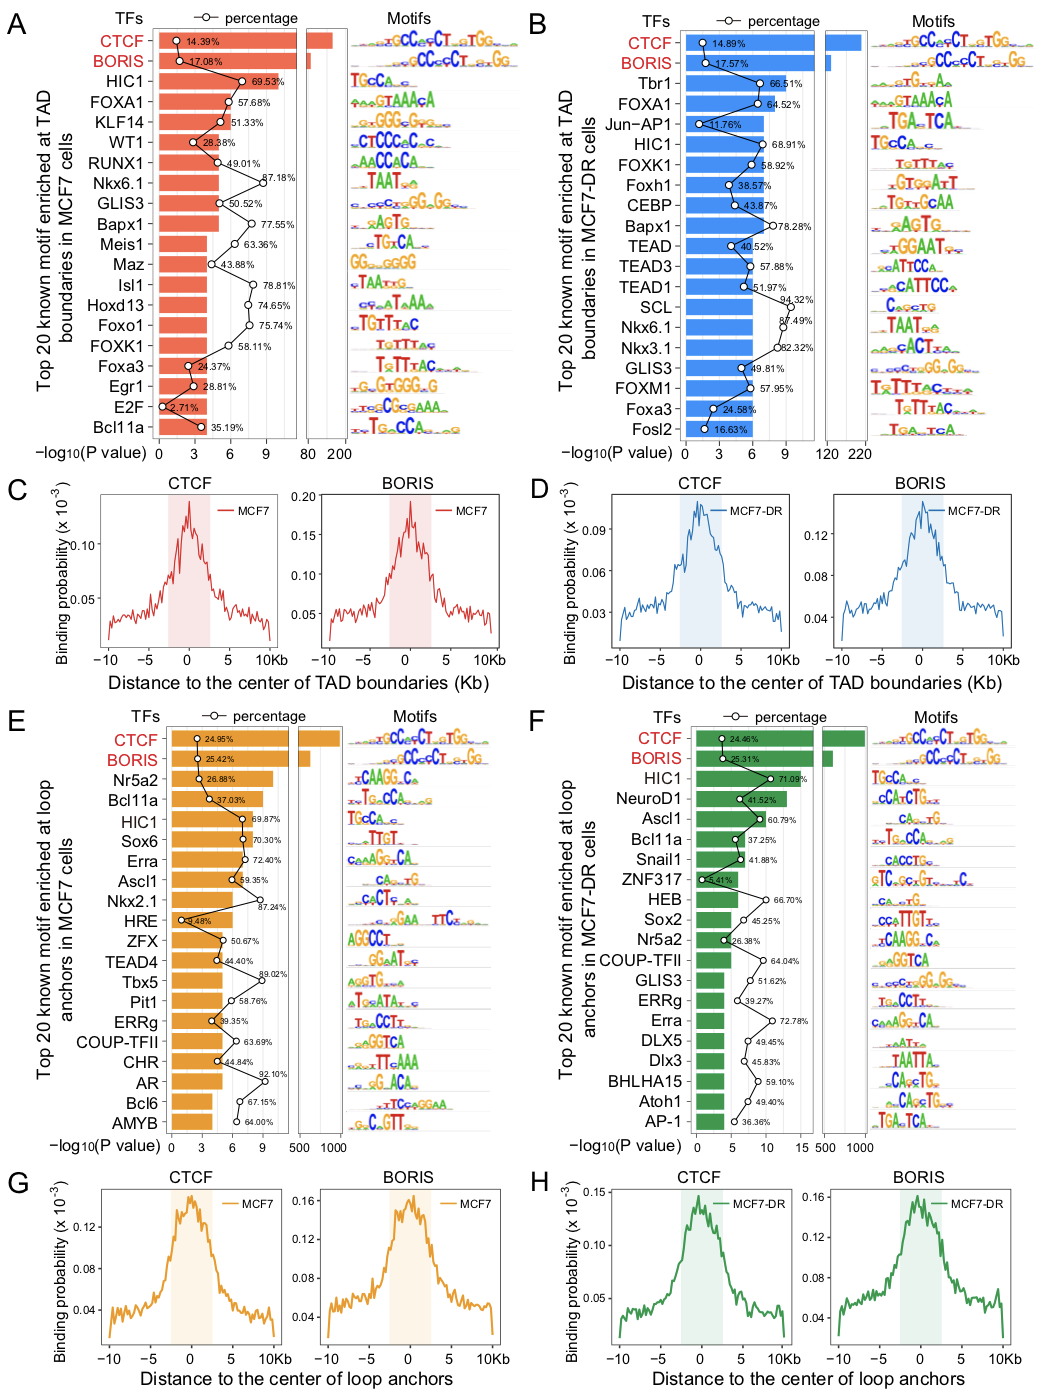

**Supplementary Figure S4. Transcription factors potentially enriched at TAD boundaries and loop anchors.**

(A and B) Top 20 known TF motifs enriched in TAD boundaries of MCF7 (A) and MCF7-DR (B) cells at 5-kb resolution, with P values estimated from HOMER v.4.10 using a binomial algorithm. The polygonal chain in black shows the percentages of target sequences with TF motifs.

(C and D) The aggregate profiles show the binding probability distribution of CTCF and BORIS motifs within 10 kb around the center of TAD boundaries at 5-kb resolution in MCF7 (C) and MCF7-DR (D) cells. The shaded areas represent the regions of TAD boundaries.

(E and F) Top 20 known TF motifs enriched in chromatin loop anchors of MCF7 (E) and MCF7-DR (F) cells at 5-kb resolution. The percentages of target sequences with TF motifs are indicated by the black polygonal chain. The P values for motif enrichment were performed by the HOMER v.4.10 software.

(G and H) The aggregate profiles representing the binding probability distribution of CTCF and BORIS motifs within 10 kb around the center of loop anchors at 5-kb resolution in MCF7 (G) and MCF7-DR (H) cells. The shaded areas indicate the regions of chromatin loop anchors.

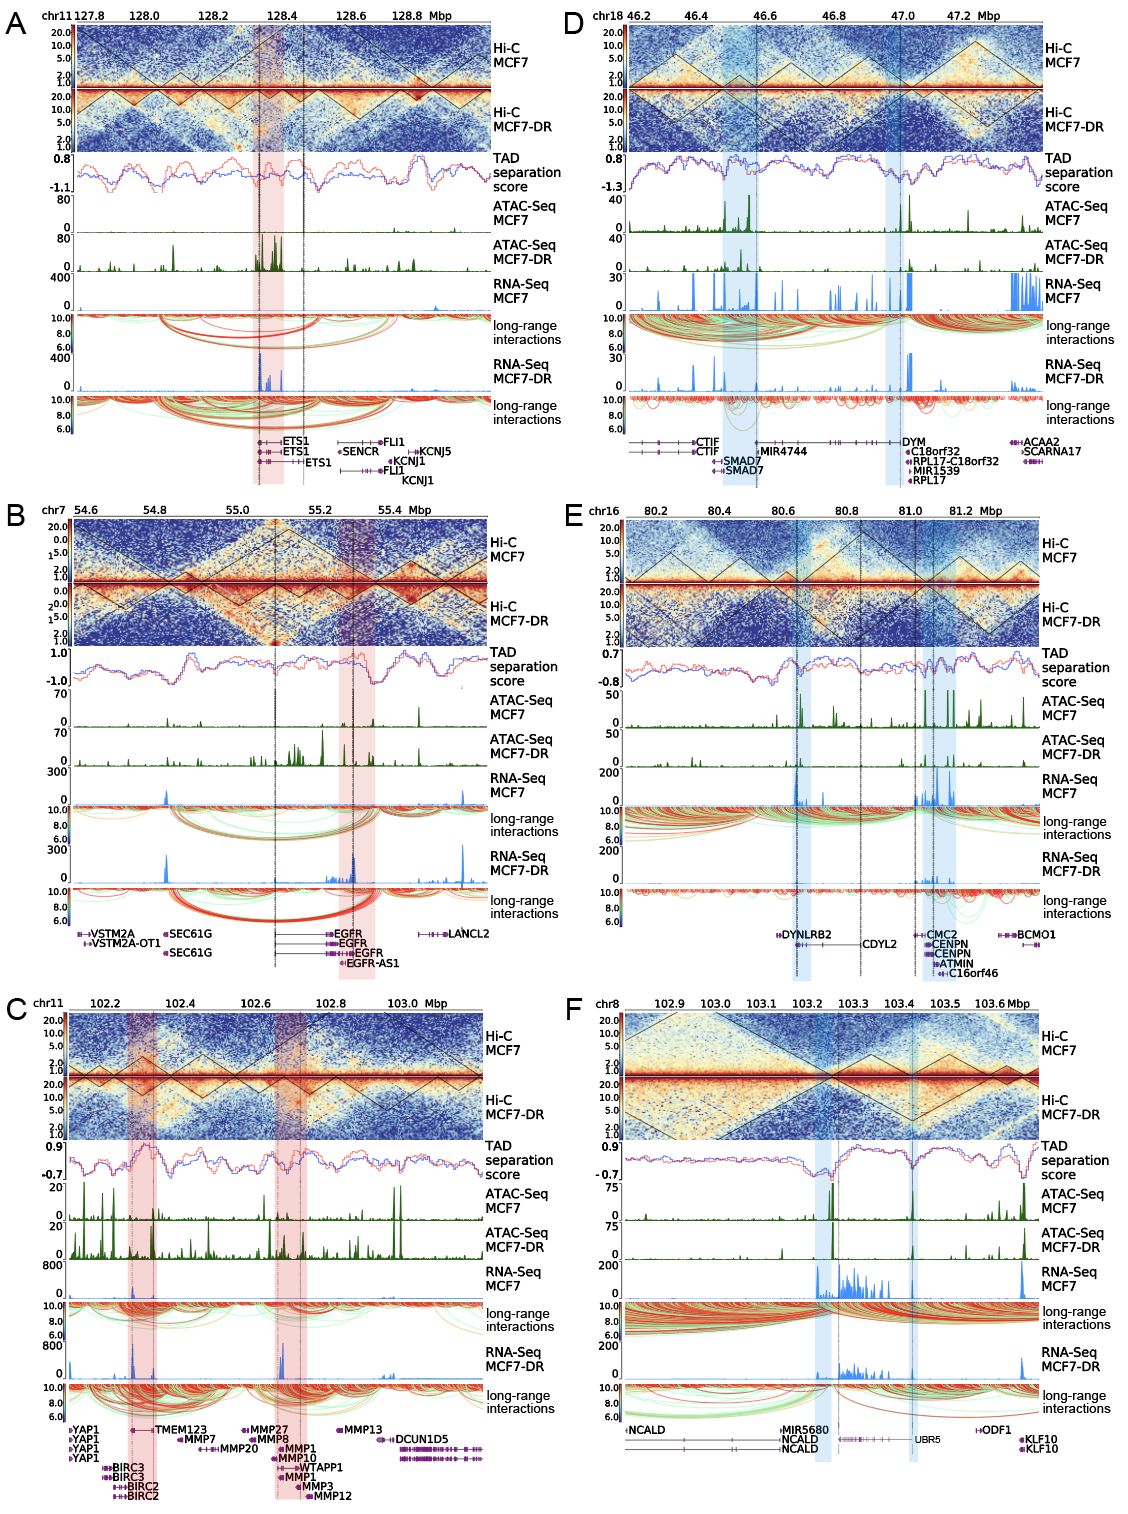

**Supplementary Figure S5. Representative snapshots of DEGs associated with long-range interaction changes.**

(A-F) Example regions showing Hi‐C interaction matrix at 5-kb resolution with TADs (delineated by solid black lines), TAD-separation score, compartment (PC1), ATAC-seq, mRNA-seq, and significant chromatin interactions. TAD-separation scores of MCF7 and MCF7-DR cells are shown by solid lines in blue and red, respectively. Red shaded areas indicate hyper-accessible chromatin regions and up-regulated genes (A-C), and blue shaded areas show hypo-accessible chromatin regions and down-regulated genes (D-F). Significant chromatin interactions (P < 0.05) identified by HOMER v4.10 using the analyzeHiC are represented by a rainbow scale ranging from 6 to 10. The black vertical dashed lines indicate the TSS or TES of DEGs.

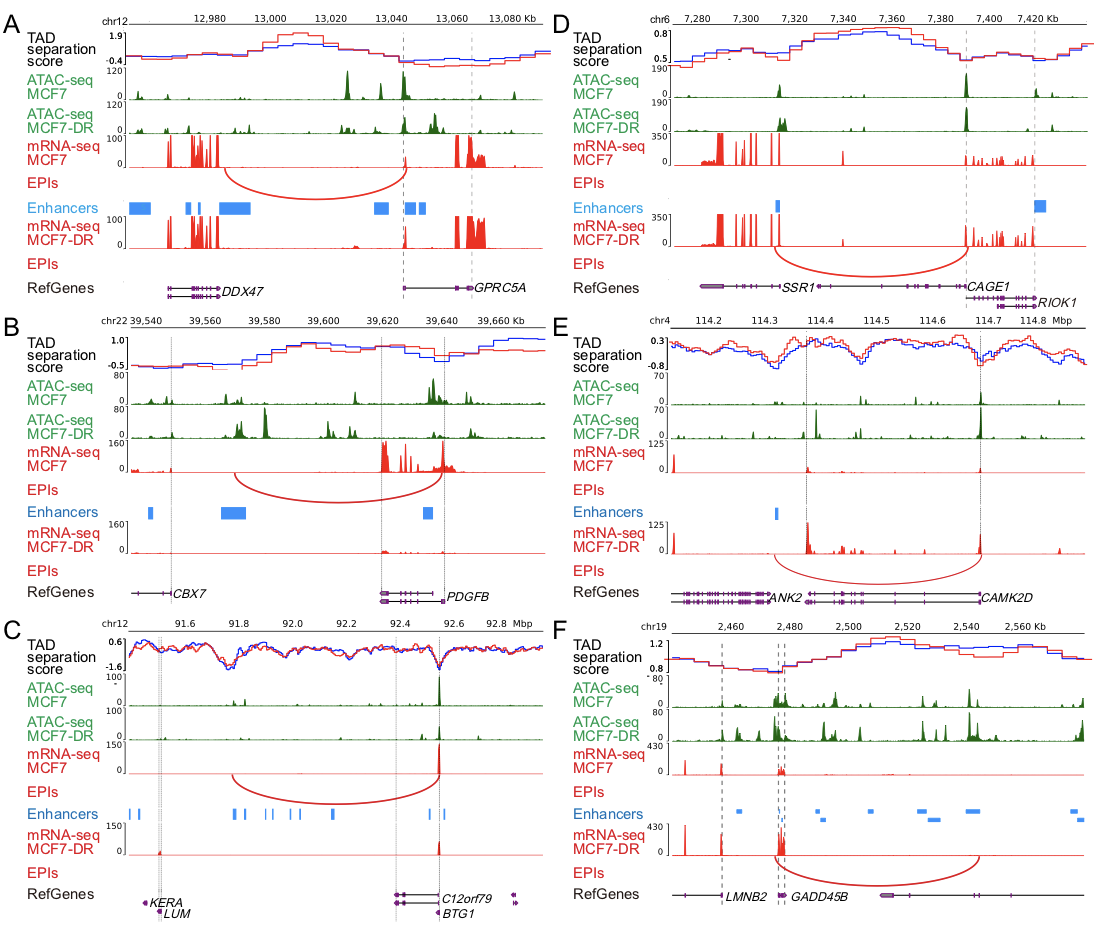

**Supplementary Figure S6. Representative DEGs corresponded to changed EPIs.**

(A-F) Representative snapshots of TAD-separation scores, ATAC-seq (green) and mRNA-seq signals (red), enhancers (blue), and lost (A-C) or gained (D-F) EPIs (red) of down-regulated (A-C) or up-regulated (D-F) DEGs in MCF7-DR cells compared to MCF7 cells. 

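The EPIs drawn in Supplementary Fig. S6 were located in hg19. The lost EPI of GPRC5A, a retinoic acid-induced receptor gene, joined its promoter bin on chromosome 12 (13040001 to 13045000) to an intergenic bin at 12985001 over 55 kb (p = 2.67e-05 by the authors' caller). That of PDGFB, a platelet-derived growth factor gene, spanned 65 kb from 39635001 to an intergenic bin at 39570001 on chromosome 22 (loop p-value 3.74e-05). That of BTG1, an antiproliferative gene, spanned 765 kb from 92535001 to 91770001 on chromosome 12 (loop p-value 2.65e-07). Among the gains, RIOK1, a kinase gene of ribosome maturation, was joined to an exon-bearing bin of SSR1 at 7310001 over 80 kb on chromosome 6 (loop p-value 2.70e-04). CAMK2D, a calmodulin-dependent kinase gene, was joined from 114680001 to 114315001 over 365 kb on chromosome 4 (loop p-value 4.30e-06), where the distal bin holds 1 CTCF core. GADD45B, a stress-induced gene, was joined from 2475001 to a bin at 2540001 in an intron of GNG7 over 65 kb on chromosome 19 (loop p-value 6.79e-08). For these 6 EPIs the other cell line had no loop within 10 kb at both anchors.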

TAD-separation scores of MCF7 and MCF7-DR cells are shown as solid blue and red lines, respectively. The black vertical dashed lines indicate the TSS or TES of DEGs.

## Supplementary Tables

**Supplementary Table S1. Hi-C library sequencing statistics.**

**Supplementary Table S2. Identified topologically associating domains.**

**Supplementary Table S3. Identified chromatin loops.**

**Supplementary Table S4. Differential enhancer-promoter interactions (EPIs) and related DEGs.**

**Supplementary Table S5. GO and KEGG enrichment of DEGs associated with differential EPIs.**

**Supplementary Table S6. Pearson's correlation coefficient of identified DEGs associated with differential EPIs using TCGA-BRCA dataset (Dox^+^).**

How the deposited data were processed for this re-analysis (not part of the article)

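Hi-C contacts were measured in parental MCF7 and doxorubicin-resistant MCF7-DR cells, with 2 biological replicates per cell line and 4 libraries in all. Condition and replicate were taken from the sample labels and the paper, which give the same mapping. The authors aligned reads with BWA-MEM to hg19 (the version of BWA is not given in the sources used here), discarded invalid pairs and duplicates and built, summed, normalized and corrected the matrices with HiCExplorer 3.6. TADs were called by the authors with hicFindTADs at 5-kb resolution (minimum depth 15000, maximum depth 75000, step 7500, delta 0.01) and loops with hicDetectLoops (maximum distance 1 Mb, p-value threshold 0.05).

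The deposited table of library statistics holds read-pair counts that the authors obtained per library. The deposited TAD lists hold the position of each TAD and the authors' TAD-separation score at its start. The deposited loop lists hold the bins of both anchors and a p-value that the authors' caller gave to each loop. Both kinds of list were made on matrices pooled over replicates. Of the per-library columns, 9 were not used: 2 settings of the matrix builder, 4 classes of discarded pairs and the pairs with 1 mate unmapped, with 1 mate not unique and of low mapping quality. The 4 counts by read orientation were tabulated but not compared. From the counts, shares of the valid, mappable or sequenced pairs were computed per library and compared between cell lines with exact permutation tests, for which the smallest p is 0.333. The depth per library limits the precision of these shares very little, and the spread between the replicates of a cell line is the error given.

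TAD boundaries were the distinct starts and ends of TADs, and loop anchors were distinct 5-kb bins. A boundary or loop was called stable when the same position or bins occurred in both maps, since the methods state no tolerance. Numbers were compared with exact sign tests over chromosomes and sizes with permutation tests of the rank sum (100000 resamples for main values, 10000 for alternatives), and by chromosome with sign-flip permutation tests. Chance overlap came from 1000 random shifts along each chromosome (200, 100 or 50 under other tolerances). Shares were compared with Fisher's exact test and, in families, adjusted by Benjamini-Hochberg. Genes and sequence came from GRCh37 with GENCODE v44lift37. Sequence words were searched on both strands within 2.5 kb of a boundary or in the 5-kb anchor bin and compared with windows 100 kb away. Base composition was not matched between them. The words are those the paper prints for AP-1, for DLX and LHX and for bHLH proteins, plus a textbook CTCF core. HOMER was not run, and SOX and FOX motifs were not searched.

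Before the data were examined, the design, the alternatives and 9 gene lists were set, together with the rule for the genes named in the text. The rule takes every gene that the paper names with an EPI, loop or TAD, the 5 gained and 5 lost EPI genes with the smallest loop p-value, genes of the terms of Table S5 on chromatin organization, breast cancer, EGFR or ErbB and Notch signaling, at most 25 genes of the fixed lists with a promoter loop in 1 map, and the regions drawn in Figs. 2I and 4B and Supplementary Fig. S3E. Tables S4 and S5, which rest on the same loops, had been read before the rule was written, and the gene lists share genes with Table S4. Other genes are named only as the neighbors of such a loop or boundary, as members of a term, or as genes of a fixed list with a promoter loop in both maps or in neither. Intervals of shares are 95% Wilson intervals and cover counting error only. Compartments, ATAC-seq, mRNA-seq, aggregate peak analysis, HOMER interactions and patient data were not analysed here.

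The computations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9. They were tested on simulated data. Of 1150 shared boundaries planted in simulated lists, 1150 were found, and of 500 loops displaced by 2 bins, 500 were found within 2 bins. With equal simulated sizes, 7% of the rank-sum tests gave a p under 0.05, and with sizes changed to 0.8 times, 99.5% did. Of 40 planted sequence words, 20 were found on the forward and 20 on the reverse strand.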

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

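The tests of depth, counting variation and copy number, their bounds and the values without single chromosomes were chosen only after the differences between chromosomes had been seen.

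The ratio of TAD counts, MCF7-DR over MCF7, ran from 1 on chromosome 16 to 1.68 on chromosome 9. The chi-square of the TAD counts over the 23 chromosomes was 49.9, where 95% of 10000 draws with one common ratio gave at most 35.1 and the highest gave 60.2 (p = 0.0014). The chi-square of the loop counts was 138, above the highest draw of 59.8 (p = 0.0001, the smallest that 10000 draws can give). Loops had their highest ratio on chromosome 21 and their lowest on chromosome 13.

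Depth by chromosome was not measured and stays open: the deposited counts give 1 ratio for the whole genome, MCF7-DR over MCF7 (0.972 for valid contacts, 0.963 for intra-chromosomal contacts of 20 kb or more and 1.22 for those under 20 kb), which cannot bear on a difference between chromosomes. Counting variation cannot be told apart from a true difference between chromosomes for TADs: the chi-square, with p = 0.0014, lay above 95% of the draws, which argues against it, but the p was not under 0.001, the bound set for excluding it. Chromosome-wide copy number or coverage remains open: it predicts that the TAD and loop ratios of a chromosome move together, and their log2 values correlated with r = 0.619 over 23 chromosomes (permutation p = 0.00169; rho = 0.554, permutation p = 0.00688; r = 0.664 without chromosomes 16 and 20, the farthest from the median TAD ratio, and r = 0.547, permutation p = 0.0107, without chromosomes 13 and 21, the farthest from the median loop ratio). Any cause that acts on a whole chromosome, such as a change of its organization in resistant cells, would give the same correlation, so this value does not single out copy number. No biological explanation was tested, and drug resistance stays open as an untested one.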

How the results depend on the processing

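No alternative was chosen after the results had been seen. Of 163 alternative values over 54 results, 146 were unchanged in direction and side of the threshold or, for counts, of about the same size, and 17 were not; the cause was not tested for any of these. All lists come from pooled maps, so that no alternative could leave out a replicate for TADs or loops, and the p-values of the library shares, with 2 libraries per cell line, cannot pass the threshold under any setting.

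When 1 library was left out, the difference of MCF7-DR minus MCF7 ran from -6.36 to -4.94 percentage points for contacts between chromosomes, from 5.92 to 6.44 for short-range contacts and from -0.980 to -0.0855 for long-range contacts. For duplicates it ran from -0.372 to 5.07, with the reversed value, -0.372, without MCF7 replicate 2. With the replicate number as a block, the differences were the same, -5.65 and 6.18 (exact sign-flip p = 0.5, the smallest possible) and -0.533 and 2.35 (p = 1); the samples share only a number, and the first replicates of the cell lines deviated from their means in opposite directions in 6 of 7 measures. As shares of the sequenced pairs the differences were -3.47, 2.76, -1.52 and 1.58 percentage points.

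The TAD results kept their direction and threshold under all alternatives tried. None of these alternatives equalized the contacts under 20 kb, of which the MCF7-DR map held 1.22 times as many as the MCF7 map. The difference of the median loop size was 0 kb among loops with a p-value under 1e-05 (permutation p = 0.486) and 5 kb without chromosome 11 (permutation p = 0.107), and did not become negative in any setting. The number of stable loops was 2726, 3012 and 3117 with anchors allowed to differ by 1, 2 or 4 bins, and merging neighboring loops changed no number.

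With sequence windows of 5 kb on either side, 13 of 24 comparisons with the background passed the adjusted threshold in place of 20 (21 with windows 200 kb away). The odds ratios that ended their call were 0.970 and 0.872 for AP-1 at stable and MCF7-specific boundaries, 1.39, 1.33 and 1.25 for the bHLH word at stable, MCF7-specific and MCF7-DR-specific boundaries, and 1.299, 1.12 and 1.14 for the bHLH word at anchors of stable, lost and gained loops. AP-1 at MCF7-DR-specific boundaries passed the threshold with these windows (1.16) and with windows 200 kb away (1.12). The CTCF and TAATTA comparisons did not change their call.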

Differences from the paper's values

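No test in this part was chosen only after the result had been seen. The numbers of TADs, boundaries, loops, stable boundaries, and stable, gained and lost loops counted from the lists equal those the paper prints.

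The paper states that the size of loops changed in the same way as that of TADs. TADs were smaller in the MCF7-DR list, as the paper states, but loops were not: the median loop was 155 kb in MCF7 and 160 kb in MCF7-DR, and the mean 206 and 214 kb. None of the alternatives set before the data were examined gave smaller loops in MCF7-DR, and with loops of a p-value under 1e-05 the medians were equal, at 160 kb.

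The paper names DLX and LHX motifs as enriched at lost boundaries. The word TAATTA was less frequent at MCF7-specific boundaries (77.1%) than 100 kb away (81.2%), and did not differ detectably from MCF7-DR-specific boundaries (77.8%; adjusted exact p = 0.583); windows of 5 kb on either side gave an adjusted p of 0.964 for this comparison. A word was counted here, whereas the paper scored matrices with HOMER, and the 2804 MCF7-specific boundaries are a wider group than the lost boundaries of the paper. The windows 100 kb away were not matched for base composition, and its effect on the share of the word was not tested. The same limits hold for AP-1, which the paper states to be enriched at gained boundaries: it was more frequent at MCF7-DR-specific than at MCF7-specific boundaries (adjusted exact p = 5.03e-05), but not against windows 100 kb away (odds ratio 1.07, adjusted exact p = 0.123). The latter passed the threshold with windows of 5 kb on either side (1.16, adjusted exact p = 0.0126) and with windows 200 kb away (1.12, adjusted exact p = 0.0124).

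The paper names bHLH motifs for the anchors of gained loops. The word CAGCTG was more frequent there than 100 kb away (84.1 and 81.8%), and likewise at anchors of lost loops (83.7 and 82.1%), and gained and lost anchors did not differ detectably (adjusted exact p = 0.453). With windows of 5 kb on either side neither comparison with the background passed the threshold (adjusted exact p = 0.0774 for gained and 0.149 for lost loops). The odds ratios there were 1.14 and 1.12, but 96.4% and 96.2% of these anchor windows held the word, so its presence was near saturation. Here too the background was not matched for base composition. A bin that anchored both a gained and a lost loop was counted in both classes, which draws their comparison toward no difference.

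By position alone, 2804 boundaries were lost and 4294 gained, both more than the paper gives under a definition that also uses the TAD-separation score, which was not applied here. The paper's number of gained EPIs equals the 116 gene entries for gains in Table S4, which belong to 109 distinct loops, and its number of genes with gained EPIs is lower than the 116 distinct genes listed. The paper names MAPK13 among genes with lost EPIs, but the gene list of Table S4 has BRPF3 for the loop with an anchor inside MAPK13.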

Other observations

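The counts of divided TADs and of loops around single genes, and the pooling of the shifted copies of loops in the orientation test, were chosen only after results had been seen.

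Promoter loops were counted for 9 gene lists, as genes with a loop anchor over a transcription start site. Of 25 genes of the luminal and estrogen receptor programme, 7 had a promoter loop in MCF7 only (AGR2, EP300, FOXA1, GRHL2, NCOA2, NCOA3 and PGR) and 2 in MCF7-DR only (ELF5 and TFAP2C); the loop of PGR, the progesterone receptor gene, spanned 180 kb (p = 7.50e-04 by the authors' caller). Of 18 basal and mesenchymal genes, 1 had one in MCF7 only (EGFR, loop p-value 0.0138) and 4 in MCF7-DR only: ETS1 (105 kb, loop p-value 2.78e-06), TPM1 (270 kb, loop p-value 5.32e-06), PLAUR and CD44 (60 kb, loop p-value 1.07e-03), while SNAI1 had the same loop of 90 kb in both. Among chromatin architecture genes, the cohesin release factor WAPL (60 kb, loop p-value 1.76e-08), the cohesin subunit STAG1 (260 kb, loop p-value 5.55e-07) and the cohesin regulator PDS5B (50 kb, loop p-value 2.03e-06) had a promoter loop in MCF7 only, and CTCF itself in MCF7-DR only (95 kb, loop p-value 3.68e-06). Polycomb genes had 1 in MCF7 only (BCOR) and 3 in MCF7-DR only (CBX4, CBX6 and EZH2). In the Notch pathway ADAM10, HES1 and HEY1 had one in MCF7 only, JAG1, MAML2, NCOR2 and NOTCH2 (75 kb, loop p-value 1.85e-06) in MCF7-DR only, and MAML3 in both. Of the DNA damage genes GADD45A had one in MCF7 only, CASP6, CHEK1 (250 kb, loop p-value 1.60e-05) and GADD45B in MCF7-DR only, and TP53 in both. Of the drug transporters, ABCG2 had one in MCF7 only (225 kb, loop p-value 9.55e-04) and ABCC4 the same loop of 80 kb in both, with none called at ABCB1. Of the glutathione, NRF2 and anthracycline genes, FTH1 and GCLM had one in MCF7 only and AKR1C3 and FTL in MCF7-DR only; of the AP-1 genes, JUND had the same loop of 45 kb in both. By exact McNemar tests, 0 of the 9 lists differed between the maps after Benjamini-Hochberg adjustment and 0 at an unadjusted p under 0.05 (smallest p = 0.18, for the luminal list). The split depends on the exact bin: with anchors up to 1 bin from the start site, the luminal list had 5 genes in MCF7 only, 3 in MCF7-DR only and 2 in both, and the Notch list 1, 5 and 3, and again 0 of the 9 lists differed by the exact test, adjusted or not. Many of the list genes with a loop in 1 map are EPI genes of Table S4, which had been read before. In the luminal list these are AGR2, EP300, FOXA1, GRHL2, NCOA2, NCOA3 and ELF5, and in the Polycomb list BCOR, CBX6 and EZH2. The lists and their splits are therefore not independent of the study. Over all 20090 protein-coding genes, 675 had a promoter loop in MCF7 only, 974 in MCF7-DR only and 512 in both (exact McNemar test, two-sided, p = 1.86e-13). This test compares 2 pooled maps, and genes that share an anchor bin are not independent. The tests of the lists take an even split as their null and were not set against this uneven background.

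Around the genes that the paper shows for HOMER interactions, loops within 500 kb of ETS1 numbered 3 in MCF7 and 8 in MCF7-DR, and of WTAPP1 2 and 8. EGFR had 4 and 4, DYM 6 and 3, CDYL2 2 and 2, and UBR5 1 and 3. Boundaries in the same windows numbered 3 and 6 at ETS1, 4 and 6 at WTAPP1, 1 and 3 at EGFR, 5 and 5 at DYM, 4 and 3 at CDYL2 and 4 and 4 at UBR5. Loops are another measure than the interactions of that figure, and no test was run on single genes.

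Of 1327 MCF7 TADs with both edges within 10 kb of MCF7-DR boundaries, 491 (37.0%) were divided by at least 1 further MCF7-DR boundary. Of 1060 MCF7-DR TADs with both edges within 10 kb of MCF7 boundaries, 224 (21.1%) were divided by an MCF7 boundary. The MCF7-DR map held more boundaries, 6178 against 4688, which by itself favors this direction. No chance level was computed, so the shares are not separate evidence of a division of TADs.

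Few loops joined the same bins in both maps. Jitter of the calls by up to 10 kb is argued against as the whole of the pattern: with this tolerance 44.5% of the MCF7 loops had a partner, below the 50% set before the data were examined, and the values do not separate jitter from a real shift of an anchor. Calls at random positions are argued against by the CTCF orientation for about 1% of the loops only, those with an oriented core in both anchors. Among these, the lower of the convergent shares of map-specific loops was 86.3%, far above that of shifted copies. Randomly placed loops would rarely enter this test, since a shifted copy held on average 0.87 such loops for gained and 0.72 for lost loops. The test therefore cannot tell how many of the other loops were called at random positions. Weak calls, meaning those with the larger p-values, remain open and are a candidate explanation for part of the pattern. The stable share was 6.18 times as high among the 1692 MCF7 loops with the smallest p-values as among the 1692 with the largest. The median p-value of the MCF7 loops was 5.16e-06, far below the caller's threshold of 0.05. The ratio therefore does not single out calls near that threshold. A biological difference between the cell lines also stays open, as untested, because the replicates were pooled before calling and the loops that 2 replicates of 1 cell line share are not known.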
